# Transcriptomic signatures reveal a shift towards an anti-inflammatory gene expression profile but also the induction of type I and type II interferon signaling networks through aryl hydrocarbon receptor activation in murine macrophages

**DOI:** 10.3389/fimmu.2023.1156493

**Published:** 2023-05-23

**Authors:** Johannes R. Schmidt, Janine Haupt, Sina Riemschneider, Christoph Kämpf, Dennis Löffler, Conny Blumert, Kristin Reiche, Ulrike Koehl, Stefan Kalkhof, Jörg Lehmann

**Keywords:** aryl hydrocarbon receptor, macrophage activation, innate immunity, immunomodulation, transcriptomics, benzo[*a*]pyrene, indol-3-carbinol, type I/II interferons

## Abstract

**Introduction:**

The aryl hydrocarbon receptor (AhR) is a ligand-activated transcription factor that regulates a broad range of target genes involved in the xenobiotic response, cell cycle control and circadian rhythm. AhR is constitutively expressed in macrophages (Mϕ), acting as key regulator of cytokine production. While proinflammatory cytokines, i.e., IL-1β, IL-6, IL-12, are suppressed through AhR activation, anti-inflammatory IL-10 is induced. However, the underlying mechanisms of those effects and the importance of the specific ligand structure are not yet completely understood.

**Methods:**

Therefore, we have compared the global gene expression pattern in activated murine bone marrow-derived macrophages (BMMs) subsequently to exposure with either benzo[*a*]pyrene (BaP) or indole-3-carbinol (I3C), representing high-affinity vs. low-affinity AhR ligands, respectively, by means of mRNA sequencing. AhR dependency of observed effects was proved using BMMs from AhR-knockout (*Ahr^-/-^*) mice.

**Results and discussion:**

In total, more than 1,000 differentially expressed genes (DEGs) could be mapped, covering a plethora of AhR-modulated effects on basal cellular processes, i.e., transcription and translation, but also immune functions, i.e., antigen presentation, cytokine production, and phagocytosis. Among DEGs were genes that are already known to be regulated by AhR, i.e., *Irf1*, *Ido2*, and *Cd84*. However, we identified DEGs not yet described to be AhR-regulated in Mϕ so far, i.e., *Slpi*, *Il12rb1*, and *Il21r.* All six genes likely contribute to shifting the Mϕ phenotype from proinflammatory to anti-inflammatory. The majority of DEGs induced through BaP were not affected through I3C exposure, probably due to higher AhR affinity of BaP in comparison to I3C. Mapping of known aryl hydrocarbon response element (AHRE) sequence motifs in identified DEGs revealed more than 200 genes not possessing any AHRE, and therefore being not eligible for canonical regulation. Bioinformatic approaches modeled a central role of type I and type II interferons in the regulation of those genes. Additionally, RT-qPCR and ELISA confirmed a AhR-dependent expressional induction and AhR-dependent secretion of IFN-γ in response to BaP exposure, suggesting an auto- or paracrine activation pathway of Mϕ.

## 1 Introduction

The aryl hydrocarbon receptor (AhR) is a ligand-activated basic helix-loop-helix transcription factor belonging to the Per-Arnt-Sim family (1). Upon ligand binding, the AhR translocates into the nucleus, where it dimerizes with the AhR nuclear translocator and binds to an aryl hydrocarbon response element (AHRE; also known as xenobiotic response element, XRE) in the promoter regions of a broad range of target genes, among them are several genes encoding xenobiotic-metabolizing enzymes, such as cytochrome P450 (CYP) 1A1 and CYP 1B1 (2).

Apart from its role in detoxification of xenobiotics, i.e., 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) and benzo[*a*]pyrene (BaP), through the induction of CYP monooxygenases and circadian rhythm, AhR is of crucial importance in liver homeostasis, cell cycle control and immune regulation (3–8). The constitutive expression in innate immune cells, i.e., macrophages (Mϕ) and dendritic cells (DC), or type-3 innate lymphoid cells, implies a central function of AhR in innate immune regulation (9). This was supported by the observation that AhR expression is increased during inflammation in human DC or murine Mϕ (10, 11). Moreover, exogenous xenobiotic (e.g., BaP) or nutritional (e.g., indole-3-carbinole, I3C) but also endogenous AhR ligands (e.g., kynurenine, a product of tryptophan metabolism) can modulate innate and adaptive immunity, potentially resulting in either increased or decreased susceptibility to infection or cancer and may trigger autoimmune disorders and allergies (12). Since agonistic and antagonistic AhR ligands may cause different, sometimes contrary, cell- and tissue-specific effects in diseases, the AhR is considered as a promising drug target.

The immunoregulatory function of AhR seems to be realized through both, the canonical and several recently discovered non-canonical AhR signaling pathways (13). The latter are realized at the genomic level through association with other transcription factors, i.e., signal transducer and activator of transcription 1 (STAT1) or nuclear factor-κB (NF-κB) subunits RelA and RelB, causing activation or repression of several target genes such as *c-myc* or *Il6*, respectively (14–19). But also at the non-genomic level non-canonical AhR signaling pathways may be implemented by regulating protein ubiquitination, e.g., as a ligand-dependent E3 ubiquitin ligase (i.e., CUL4^AhR^ complex), targeting substrate proteins for proteasomal degradation such as steroid receptors (i.e., estrogen receptor α (ERα), ERβ, and androgen receptor) (20) and phosphorylation, such as the release of the Src kinase from the cytosolic AhR complex in an active form (4, 21, 22).

In terms of murine Mϕ, surface expression of MHC-II, CD64, CD14, and CD86 as well as cytokine secretion could be modulated through AhR activation only upon stimulation via pattern recognition receptors (PRRs) by pathogen-associated molecular patterns (PAMPs), such as lipopolysaccharide (LPS) or formulations including several PAMPs, such as heat-killed bacteria (10). Moreover, AhR activation interferes with the differentiation of bone marrow-derived myeloid precursors into mature Mϕ (23). Interestingly, AhR activation seems to induce an anti-inflammatory phenotype in PAMPs-activated murine Mϕ, that is characterized by significant upregulation of interleukin (IL)-10 but downregulation of proinflammatory cytokines, such as TNF-α, IL-1β, IL-6, and IL-12 (11). Additionally, AhR activation is linked to interferon (IFN)-α and IFN-γ expression (24, 25). However, it remains unclear so far whether high-affinity vs. low-affinity AhR ligands may activate the same gene expression pattern in Mϕ and other innate immune cells, and thus may have the same impact on innate immune regulation. In this context, also the importance of the source of AhR ligands (xenobiotic vs. nutritional vs. endogenous) is still matter of debate. Therefore, we intended to compare the global gene expression pattern in murine PAMPs-activated bone marrow-derived macrophages (BMMs) following exposure to the AhR ligands BaP (high affinity) or I3C (low affinity) by means of mRNA sequencing.

We identified more than 1,000 differentially expressed AhR-dependent genes that could be related to various functions ranging from basal biological processes to the modulation of innate immunity. Based on computational modeling approaches, the majority of those genes is anticipated to be under canonical control. However, 203 genes do not possess any known AHRE motif, and thus are supposed to be non-canonically or secondarily regulated by AhR. The most interesting cluster of non-canonical signaling concerns to type I and type II interferons. Computational modeling and experimental verification suggest an AhR-mediated induction of IFN-α/β and IFN-γ secretion resulting in autocrine/paracrine Mϕ activation. Of note, those IFN-triggered effects were only observed in BaP- but not I3C-exposed BMMs, suggesting that they were induced ligand-specifically or, more likely, in dependence on the ligand’s affinity and effective concentration.

## 2 Materials and methods

### 2.1 Chemicals and reagents

All chemicals or reagents were obtained from Sigma Aldrich (Taufkirchen, Germany) unless noted otherwise. Cell culture flasks and plates were purchased from Greiner Bio-One (Frickenhausen, Germany). Roswell Park Memorial Institute (RPMI) 1640 culture medium was supplemented with 10 mM 2-[4-(2-hydroxyethyl)piperazin-1-yl]ethanesulfonic acid (HEPES) buffer, 2 mM L-glutamine, 10% (v/v) fetal bovine serum (FBS) and 100 U/ml penicillin, 100 µg/ml streptomycin (Biochrom, Berlin, Germany or PAN-Biotech, Aidenbach, Germany), and 50 μM β-mercaptoethanol to be used as complete cell culture medium. BaP and I3C were dissolved in dimethyl sulfoxide (DMSO).

### 2.2 Mice

Female wild-type (*Ahr^+/+^*) C57BL/6JRj mice were originally purchased from Janvier Labs (St. Berthevin Cedex, France). C57BL/6 AhR knockout (*Ahr* ^-/-^) mice (26) were originally purchased from Jackson Laboratory (Bar Harbor, USA) and back crossed in-house to *Ahr^+/+^* C57BL/6JRj mice for several times, while the *Ahr* deletion was confirmed by genotyping by means of PCR. Animals were used at 8-12 weeks of age for the experiments. Mice were housed as five or six animals per cage in the animal care facility of the Fraunhofer Institute for Cell Therapy and Immunology (Leipzig, Germany) in a temperature- and humidity-controlled room (23 °C, 50 % humidity) under specific pathogen-free conditions with 12 h/12 h of light/dark cycle and free access to pelleted standard rodent chow and water *ad libitum*. All experiments involving laboratory animals had been conducted according to the European Communities Council Directive (86/609/EEC) and were approved by local authorities (registration no. T 10/17, Landesdirektion Sachsen, Leipzig, Germany). All animals were sacrificed using flow-controlled carbon dioxide (1 L/min). All efforts were made to minimize suffering of the animals.

### 2.3 Generation and stimulation of murine bone marrow-derived macrophages

Bone marrow cells were isolated from femur and tibia of each four *Ahr^+/+^* and *Ahr* ^-/-^ mice by flushing with phosphate-buffered saline and harvested by centrifugation (260 x g, 10 min, room temperature, RT). For differentiation, the cells were plated at a density of 4 x 10^5^/ml into tissue culture dishes in RPMI 1640 medium without phenol red (20% FBS, 2 mM L-glutamine, 10 mM HEPES, 100 U/ml penicillin, 100 µg/ml streptomycin, 50 μM β-mercaptoethanol) supplemented with 30 % macrophage colony-stimulating factor-enriched medium (culture supernatant from the fibroblastic cell line L929) prepared in-house as previously described (11). Fresh medium containing the same ingredients was added after 3 days. At day 6 of the myeloid differentiation process adherent cells were scraped off and tested for the surface expression of CD11b (Miltenyi Biotec, Bergisch-Gladbach, Germany) and F4/80 (Miltenyi Biotec) by flow cytometry (CytoFLEX, Beckman Coulter, Krefeld, Germany) in order to verify the differentiation to BMMs. Cells were harvested for further experiments if they revealed more than 80 % expression of CD11b and F4/80. For RNA sequencing experiments, 1 x 10^6^ BMMs/ml were cultured in complete RPMI 1640 medium without phenol red in the presence of 1 µM BaP, 10 µM I3C or 0.01 % (v/v) DMSO (vehicle control) for 6 h. Subsequently, the BMMs were activated for 3 h or 20 h by adding 1 x 10^7^ heat-killed *Salmonella enterica* Serovar Enteritidis (hk *S.*E.)/ml to each culture. Hk *S*.E. that represent an excellent source of several PAMPs for broad-spectrum PRR activation were prepared from a *S.*E. vaccine strain that was kindly provided from IDT Biologika (Dessau-Roßlau, Germany) as previously described (27). For quantitative RT-PCR (*Il10, Il1b, Il12rb1, Slpi, Ido2, Gsta3, Spn and Igf1r*), BMMs were exposed to increasing doses of BaP and I3C in the range of 0.5–100 µM and for *Ifng* expression analyses, BMMs were exposed to 8 nM or 800 nM BaP.

### 2.4 Quantification of mRNA expression by real-time RT-PCR

Total RNA was isolated with TriReagent^®^ according to manufacturer’s instructions (Sigma Aldrich). After quantifying by absorbance at 260 nm/280 nm DNA contamination was degraded by DNaseI (Fermentas, St. Leon Rot, France). The single strand cDNA synthesis was performed using the Transcriptor First Strand cDNA Synthesis kit (Roche Diagnostics, Mannheim, Germany). Optimal primer design and the Universal ProbeLibrary^®^ (UPL; Roche Life Science, Penzberg, Germany) probe selection was performed using the web-based software tool ProbeFinder (Roche) (**Table 1**). Designed primers were purchased from TibMolBiol (Berlin, Germany) and the real-time RT-PCR was performed using the LightCycler^®^ 480 instrument (Roche). PCR assays were prepared using LightCycler^®^ Probes Master kit (Roche) and the appropriate UPL probe with optimal primers.

**Table 1:** Forward and reverse primer sequences for real-time PCR.

Gene	Forward primer 5’→3’	Reverse primer 5’→3’
*Hprt*	tcctcctcagaccgctttt	cctggttcatcatcgctaatc
*Alas1*	ccctccagccaatgagaa	gtgccatctgggactcgt
*Il10*	gctcctagagctgcggact	tgttgtccagctggtccttt
*Il1b*	ttgacggaccccaaaagat	gaagctggatgctctcatctg
*Slpi*	cttgctctggggatcctg	ggctccgattttgatagcat
*Gsta3*	caacttccctctcctgaaagc	caacacattttgcgtcatca
*Igf1r*	agtccctcaaggatggtgtct	cgatctcccagaggacgac
*Il12rb1*	cagggaccagcaaacacat	accagggtctccctagaagc
*Ido2*	gctatcaccatgggattcgt	aagagatcttggcagcacct
*Spn*	gccctgtgccttaaccatt	gaaggtgcaaggccatctc

### 2.5 RNA sequencing library construction

Total RNA was isolated with TriReagent^®^ according to manufacturer’s instructions (Sigma Aldrich). To eliminate all traces of genomic DNA DNAse-digestion (TURBO DNA free Kit, Invitrogen, Thermo Fisher Scientific, Darmstadt, Germany) was performed twice in each sample. Extracted RNA was quantified using a Qubit RNA-Kit and the DeNovix instrument (Biozym, Oldendorf, Germany). Quality of RNA was analyzed by means of a Bioanalyzer 2100 instrument (Agilent Technologies, Waldbronn, Germany).

For subsequent RNA sequencing analyses 500 ng total RNA per sample was used. Library preparation was conducted using TruSeq-Stranded mRNA Sample Prep kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. Fragmentation step was performed for 8 min, following Illumina’s recommendation for high quality input RNA. Quality and quantity of each prepared library was analyzed with the DeNovix instrument (Qubit DNA-Kit) and the Bioanalyzer 2100 instrument (Agilent Technologies). Molarity of each library was calculated and equal amounts were pooled and used for subsequent sequencing (12 pM). Sequencing was performed with 2 x 126-bp paired-end reads using SBS V4 chemistry on a HiSeq 2500 instrument (Illumina). One flow-cell containing 8 lanes was sequenced with 64 pooled libraries.

### 2.6 Computational analysis of RNA sequencing data

Reads were demultiplexed by Illumina’s bcl2fastq (v2.19.0.316). Adapter sequences were removed from reads using adapter removal (v2.2.1a) using parameters –trimns, –trimqualities, –minquality ‘20’, and –minlength ‘30’). HISAT2 (v2.1.0) with parameters –fr and rna-strandness: RF was used to align reads against the mouse genome mm10 (GENCODE release M22) (28, 29). Number of reads per gene were counted by htseq-count (v0.9.1) using parameters –mode intersection-strict, –stranded reverse and –type exon (30). These steps were orchestrated by the workflow-manager uap (31).

Gene set enrichment analysis (GSEA) of whole expression profiles was performed using the GSEA software (v4.1.0, Broad Institute, Cambridge, MA, USA) and the implemented tool “GSEAPreranked” (32). Genes were ranked by log_2_-fold change and false discovery rate (FDR). Gene symbols were not collapsed and default parameters were applied. MSigDB gene set databases “c2.cp.reactome”, “c5.go.bp” were used and complemented with “WP_ARYL_HYDROCARBON_RECEPTOR_ PATHWAY_WP2873” from “c2.cp.wikipathways” (all v7.5.1) (33). Gene sets with FDR < 0.25 and normalized enrichment score (NES) > 1.5 in at least one ligand/time combination were considered for further analysis.

Genome-wide screening for known aryl hydrocarbon response elements (AHRE) in gene promoter regions (3,000 nt upstream of transcriptional start site on both strands) was performed using genome-scale dna-pattern matching function of the Regulatory Sequence Analysis Tools program (RSAT) (34). Known AHRE sequences (AHRE I: 5’-GCGTG-3’, AHRE II: 5’ CATGnnnnnnC(A/T)TG-3’ and RelB AHRE: 5’-GGGTGCAT-3’ were searched against the full length C57BL/6 mouse genome (GRCm38, mm10). Only perfect matches were considered and hits were mapped to next generation sequencing results (**Supplementary Table 1**).

For upstream regulator analysis, RNA sequencing profiles were imported to Ingenuity Pathway Analysis (IPA) software (35) and filtered for AhR-dependent differentially expressed genes (DEGs). Gained upstream regulators were filtered by activation or inhibition (absolute z-score > 2) and targeting AhR-dependent DEGs not possessing any AHRE motif. Functional network analysis was performed using the IPA software. Therefore, all filtered upstream regulators were connected interferon-γ (IFN-γ)-centrically based on IPA knowledge base. Elements, that were computed upstream of direct IFN-γ interactions were subsequently connected by Path Explorer.

### 2.7 Analysis of interferon-γ secretion by ELISA

IFN-γ secretion of BMM was assessed by determination of its concentration in cell culture supernatants by enzyme-linked immunosorbent assay (Mouse IFNg ‘Femto-HS’ High Sensitivity Uncoated ELISA, Invitrogen, Thermo Fisher Scientific) following the manufacture’s protocol. Briefly, 96-well plates were coated with capture antibody overnight at 4 °C. Subsequently after blocking, 100 µl of cell culture supernatants, standards and blanks were added and incubated overnight at 4 °C. Next, samples were incubated with detection antibody for 1 h at RT, prior addition of streptavidin-coupled horseradish peroxidase and incubation for 30 min at RT. Ultimately, detection was started by adding tetramethylbenzidine substrate solution for 15 min at RT and stopped by 1 M phosphoric acid. Washing of 96-well plate was included between all described steps. Finally, the optical density (OD) at 450 nm was measured and cytokine concentration was calculated from a calibration curve achieved with a recombinant mouse IFN-γ standard.

### 2.8 Statistical analysis

Differential gene expression analysis was performed using DESeq2 (v1.28.1) (36). Raw read counts were normalized and variance stabilized. FDR was controlled by Benjamini-Hochberg adjustment. DEGs were filtered by FDR < 0.01. Genes that were filtered as DEGs specifically expressed in either *Ahr^+/+^* or *Ahr* ^-/-^ Mϕ under exposure with AhR ligand and hk *S*.E. were assigned as AhR-dependently affected, whereas genes filtered as DEGs expressed in both *Ahr^+/+^* and *Ahr* ^-/-^ cells were assigned as AhR-independently affected. Genes filtered as DEGs in *Ahr^+/+^* or *Ahr* ^-/-^ Mϕ without AhR ligand exposure where considered as unspecific effects, and therefore excluded. Correlation analyses of gene expression profiles were performed using *cor.test* function in R base environment.

For statistical analyses of RT-PCR experiments, all targeted genes were normalized to housekeeping genes aminolevulinate synthase 1 (*Alas1*) and hypoxanthine-guanine phosphoribosyl transferase (*Hprt*). Relative quantification was performed by means of the LightCycler^®^ 480 software v.1.5 (Roche). Significance of altered relative expression against DMSO-treated sample was determined by Student’s *t*-test (two-sided, unpaired).

For statistical analyses of ELISA experiments, determined ODs were reduced by mean blank values. Calibration curve was calculated from mean values of log_2_-titrated IFN-γ standard applying four-parameter Marquardt regression. Concentrations of IFN-γ in cell culture supernatants were calculated from fitting to calibration curve. Significance of altered IFN-γ secretion against vehicle control (DMSO) was determined by Student’s *t*-test (two-sided, unpaired).

## 3 Results

### 3.1 AhR activation modulates a broad range of gene expression in BMMs

Mϕ are one key player in the innate immune response. To elucidate molecular effects of AhR stimulation on their activation, murine BMMs were exposed to BaP *in vitro*. Subsequently, conditioned BMMs were activated by hk *S*.E. for 3 h or 20 h. To determine the therapeutic potential of targeting AhR and to identify ligand-dependency of downstream effects, BMMs were also exposed to the non-toxic AhR-ligand I3C analogously in the same experimental setup.

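The data behind these results are 64 RNA-seq libraries of BMMs, 4 in each of 16 groups given by genotype (*Ahr+/+* or *Ahr-/-*), time point (3 h or 20 h) and treatment. BMMs were exposed for 6 h to BaP at 1 µM, to I3C at 10 µM or to the vehicle DMSO alone at 0.01%, and then activated with 10000000 hk *S*.E. per ml. At each time point, 1 further group per genotype received DMSO and no hk *S*.E.. The paper's methods give 4 mice per genotype, and libraries of a genotype with the same replicate number were taken as cells of the same mouse. The authors sequenced stranded mRNA libraries paired-end on a single flow cell, aligned the reads to the mouse genome mm10 with HISAT2 and counted them on the genes of GENCODE release M22 with htseq-count. The counting kept only read pairs on the gene's strand that lay fully within its exons. They deposited these counts per gene without normalization, together with a table of variance-stabilized expression values (VST, on a log2 scale) from DESeq2. From the counts, the libraries were normalized with the TMM method of edgeR. A quasi-likelihood model with a mean for each of the 16 groups was fitted to all 64 libraries. Every comparison thus shares the same estimate of the spread between replicates, with 48 residual degrees of freedom. This estimate takes in differences between mice of both genotypes. The first component of the libraries' deviations from their group means held 38.7% of the variance in *Ahr-/-* BMMs, against 11.5% in *Ahr+/+* BMMs. Spread between *Ahr-/-* libraries therefore enters the SE of comparisons within *Ahr+/+* BMMs and can cost calls there. A gene was counted as a DEG at an adjusted p below 0.01, the threshold of the paper, with Benjamini-Hochberg adjustment over all genes tested in a comparison. The replicate number was no term of this model, and a model with the replicate number within genotype as a block was fitted as an alternative. Positions of genes are given on GRCm38, which is the build of the authors' alignment.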

Overall the expression of 14,549 quality filtered genes was profiled (**Supplementary Table 1**). 

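The count files list 55487 genes, of which 14537 passed edgeR's filter on low counts (a minimum of 10 counts at the median library size in as many libraries as a group holds) and were tested. Of these, 14393 are among the 14549 genes of the authors' VST table and 144 are not. Total counts on genes ranged from 12152496 to 50644601 per library with a median of 24499165, apart from 1 library with 233047331 counts, replicate 4 of the unactivated *Ahr+/+* BMMs at 20 h. In *Ahr+/+* BMMs at 3 h, totals were 15678717 to 30760778 (median 16333402.5) without hk *S*.E., 17469961 to 22641087 (median 18398286) with DMSO, 12804830 to 19164877 (median 17065443.5) with BaP and 15588070 to 24373331 (median 18965609) with I3C. At 20 h, the corresponding totals were 21347014 to 233047331 (median 23054618), 21933112 to 47689280 (median 28652679.5), 25018830 to 46162784 (median 30437919) and 21475497 to 30515358 (median 25447010.5). At 3 h in *Ahr-/-* BMMs, they were 16949043 to 24575147 (median 22016980.5), 18852317 to 27603479 (median 22710923), 17772548 to 25349721 (median 23493481.5) and 17568542 to 29223212 (median 24442646.5). At 20 h, they were 12152496 to 39798286 (median 28614798.5), 24823611 to 50644601 (median 27584192.5), 30090106 to 47683451 (median 34106678) and 24204673 to 44852953 (median 26751049.5). Between 75.0% and 80.8% of the counted read pairs of a library were assigned to a gene.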

To elucidate the modulation of gene expression by AhR ligands, whole expression patterns of pairwise-comparisons of ligand-exposed and hk *S*.E.-activated to non-exposed and hk *S*.E.-activated *Ahr^+/+^* BMMs were analysed by gene set enrichment analysis (GSEA). 

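Gene sets were tested here with camera from limma on log2-transformed CPM (counts scaled to the library size) of all 64 libraries. This test asks whether the genes of a set shift more than the other genes, with the correlation between genes preset at 0.01. The sets were 26 with tested genes, taken from Reactome terms and from short lists of genes for AhR targets, interferon-stimulated genes, antigen presentation, chaperones, sterol synthesis, ribosomal proteins and the unfolded protein response. The MSigDB collections named in the methods were not used here. Each set was tested in 8 comparisons of *Ahr+/+* BMMs, which were either ligand against DMSO and BaP against I3C at each time point, and the change of each ligand effect from 3 h to 20 h. Of the 208 tests, 55 had an adjusted p below 0.05, 18 of them toward higher and 37 toward lower expression, with Benjamini-Hochberg adjustment over all 208. The alternatives that moved this count most were the rotation test fry and camera with a correlation estimated for each set. Either left 4 tests below the threshold, all of them for the list of AhR targets with a ligand against DMSO.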

Overall, 467 gene sets were identified as significantly enriched in any ligand/time point combination (**Figure 1**; **Supplementary Table 2**). 179 gene sets were constitutively upregulated by means of positive NES. This includes genes of the “AhR pathway” and in “Cellular response to xenobiotics” as proofs of successful AhR activation upon ligand binding. Additionally, genes of the “Regulation of Mϕ activation”, “Toll-like receptor (TLR) cascade”, “Signaling by interleukins”, “Positive regulation of IL-6 production” and “IFN-α production” were increased in expression by AhR activation. In contrast, 19 gene sets were constitutively downregulated by AhR ligand exposure mainly comprising genes in the transcription and translation process, e.g., “RNA splicing”. 

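A list of 12 AhR target genes that includes *Ahrr*, *Nqo1*, *Tiparp* and the *Cyp1* genes had 6 tested genes. All of these had a positive log2 fold change in each of the 4 comparisons of a ligand with DMSO in *Ahr+/+* BMMs. With BaP, their median log2 fold change was 0.63 (adjusted p = 3.00e-08 from limma's camera test) at 3 h and 0.67 (adjusted p = 1.72e-04) at 20 h. With I3C, the median was 0.47 (adjusted p = 2.06e-04 from limma's camera test) at 3 h and 0.49 (adjusted p = 9.37e-06) at 20 h. The median of the list was above that of the DMSO library with the same replicate number in 4 of 4 pairs in each comparison. Under fry, the adjusted p values of these 4 tests were 6.88e-06, 7.97e-04, 7.97e-04 and 8.76e-04 in the same order. None of the 41 genes of the Reactome term for xenobiotics passed the filter on low counts. The 42 tested genes of Phase II conjugation had a median log2 fold change of 0.03 (adjusted p = 0.0202 from limma's camera test) with I3C at 20 h, higher in 4 of 4 pairs. With BaP at 20 h, it was 0.05 (adjusted p = 0.846 from limma's camera test).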

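The 104 tested genes of the Reactome term for Toll-like receptor cascades had a median log2 fold change at 20 h of 0.06 (adjusted p = 0.00573 from limma's camera test) with I3C and of 0.05 (adjusted p = 0.0637) with BaP. The median was higher than in the paired DMSO library in 4 of 4 pairs with either ligand. With the replicate number as a block, the adjusted p of camera for BaP was 0.0360, which is below 0.05, while fry gave 0.514. At 3 h, the medians were -0.01 (adjusted p = 0.528 from limma's camera test) with BaP and 0.03 (adjusted p = 0.305) with I3C. For signaling by interleukins, with 101 tested genes, the medians at 20 h were 0.05 (adjusted p = 0.0185 from limma's camera test) with BaP, higher in 4 of 4 pairs, and 0.06 (adjusted p = 0.0149) with I3C, higher in 3 of 4 pairs. At 3 h, they were 0.01 (adjusted p = 0.439 from limma's camera test) and 0.04 (adjusted p = 0.305). Sets for macrophage activation, IL-6 production and IFN-α production were not tested.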

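Among the 116 tested genes of the Reactome term for mRNA splicing, 24.1% had a positive log2 fold change with BaP at 20 h. The median was -0.09 (adjusted p = 8.74e-06 from limma's camera test), lower than in the paired DMSO library in 4 of 4 pairs. With I3C at 20 h, the median was -0.02 (adjusted p = 0.541 from limma's camera test), also lower in 4 of 4 pairs. At 3 h, the median was -0.01 (adjusted p = 0.848 from limma's camera test) with BaP and 0.05 (adjusted p = 0.0960) with I3C, where 75.9% of the genes had a positive log2 fold change.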

Further gene sets were identified with a time-specific expression profile. Whilst genes of “Mitotic G2/M-transition checkpoint” were upregulated, genes involved in “Translation elongation” were downregulated at 20 h compared to 3 h post hk *S*.E. administration. 

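The change of a ligand effect from 3 h to 20 h was tested as the difference between the 2 log2 fold changes against DMSO. For the 91 tested genes of eukaryotic translation elongation, of which most encode ribosomal proteins, the median difference was -0.28 (adjusted p = 6.96e-17 from limma's camera test) for BaP and -0.18 (adjusted p = 5.01e-07) for I3C. Against DMSO, the median log2 fold change of these genes at 20 h was -0.25 (adjusted p = 3.33e-21 from limma's camera test) with BaP and -0.11 (adjusted p = 1.64e-06) with I3C. This was lower in 4 of 4 pairs with either ligand. At 3 h, it was 0.02 (adjusted p = 0.512 from limma's camera test) with BaP and 0.06 (adjusted p = 0.473) with I3C. For the 99 tested genes of the mitotic G2 and G2/M phases, the median difference between the time points was 0.05 (adjusted p = 0.348 from limma's camera test) for BaP and -0.02 (adjusted p = 0.937) for I3C.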

Even more, gene sets with ligand-specific expression profiles were identified. 

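In the direct comparison of BaP with I3C in *Ahr+/+* BMMs at 20 h, the 33 tested genes of the Reactome term for protein folding had a median log2 fold change of -0.10 (adjusted p = 0.00167 from limma's camera test), lower with BaP in 4 of 4 pairs of libraries with the same replicate number. For a list of 27 chaperone genes, it was -0.12 (adjusted p = 5.87e-05 from limma's camera test), also lower in 4 of 4 pairs. At 3 h, the corresponding medians were -0.05 (adjusted p = 0.439 from limma's camera test) and -0.07 (adjusted p = 0.0566). In the fit with the replicate block, the adjusted p of camera for the chaperone genes at 3 h was 0.0301. For antigen processing and cross-presentation, with 84 tested genes, the median of BaP against I3C was -0.05 (adjusted p = 0.0181 from limma's camera test) at 20 h and -0.06 (adjusted p = 0.0444) at 3 h. It was lower with BaP in 4 of 4 pairs at both time points. For the 31 tested genes of folding, assembly and peptide loading of class I MHC, it was 0.00 (adjusted p = 0.923 from limma's camera test) at 20 h. Interferon alpha/beta signaling had a median of 0.05 (adjusted p = 0.848 from limma's camera test) and interferon gamma signaling one of 0.06 (adjusted p = 0.340) at 20 h. These medians were higher with BaP in 3 and 4 of 4 pairs. A list of 44 interferon-stimulated genes had a median of 0.10 (adjusted p = 0.0897 from limma's camera test), higher with BaP in 3 of 4 pairs. When the replicate number was a block, the adjusted p of camera was 0.0139. Against DMSO at 20 h, the list of interferon-stimulated genes had a median of 0.22 (adjusted p = 1.95e-05 from limma's camera test) with BaP and 0.13 (adjusted p = 0.00430) with I3C, higher in 4 of 4 pairs each. For interferon gamma signaling, the medians were 0.12 (adjusted p = 0.00211 from limma's camera test) and 0.07 (adjusted p = 0.0232). None of these tests passed under fry.

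**Figure D1:**
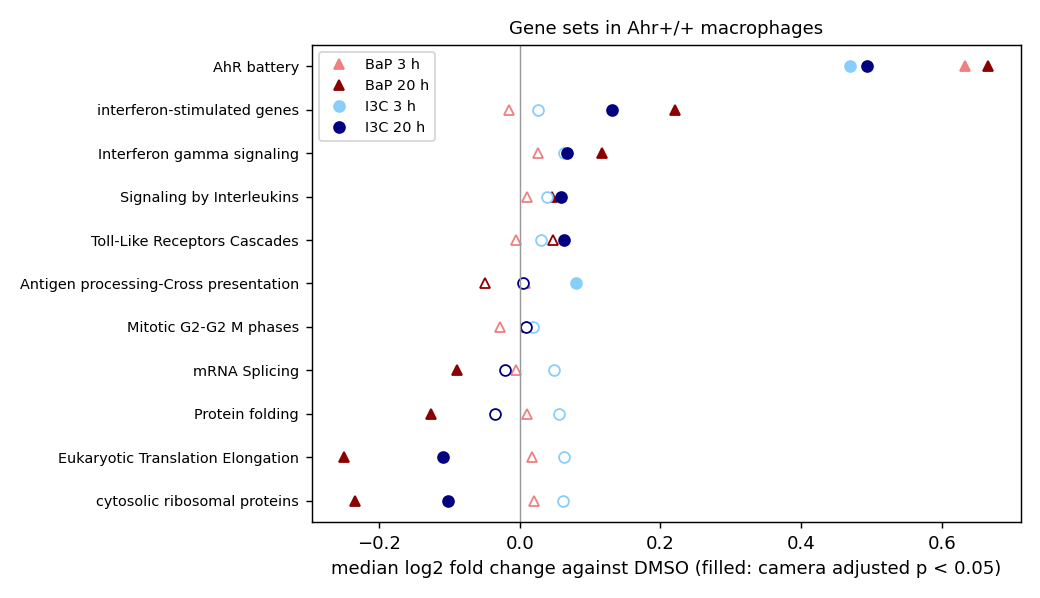
Median log2 fold change against DMSO of the tested genes of each of 11 gene sets in the 4 comparisons of a ligand with DMSO in *Ahr+/+* BMMs, where filled points have an adjusted p below 0.05 from camera. The list of AhR targets lies between 0.47 and 0.67, and translation elongation reaches -0.25 with BaP at 20 h.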

Genes involved in “Protein folding” were upregulated by I3C compared to BaP, but genes of “Antigen processing and presentation” as well as genes involved in both “Signaling by IFN-α/β” and “Signaling by IFN-γ” were upregulated by BaP compared to I3C. Other gene sets, e.g., of “ROS biosynthetic process” and “Positive regulation of phagocytosis” possess ligand and time dependency of expression profiles. 

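Phagocytosis was tested with the Reactome term for Fcγ receptor dependent phagocytosis, which had 67 tested genes. The median log2 fold change against DMSO was 0.01 (adjusted p = 0.531 from limma's camera test) with BaP at 3 h and 0.03 (adjusted p = 0.307) with BaP at 20 h. With I3C, it was 0.04 (adjusted p = 0.787 from limma's camera test) at 3 h and 0.02 (adjusted p = 0.851) at 20 h. In the direct comparison at 20 h, the median was 0.02 (adjusted p = 0.0897 from limma's camera test), higher with BaP than with I3C in 4 of 4 pairs. The biosynthesis of reactive oxygen species was not tested as a set.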

In summary, AhR activation modulates the expression of a broad spectrum of genes that are involved in basal cellular processes and innate immunity in a partly ligand-specific manner.

**Figure 1:**
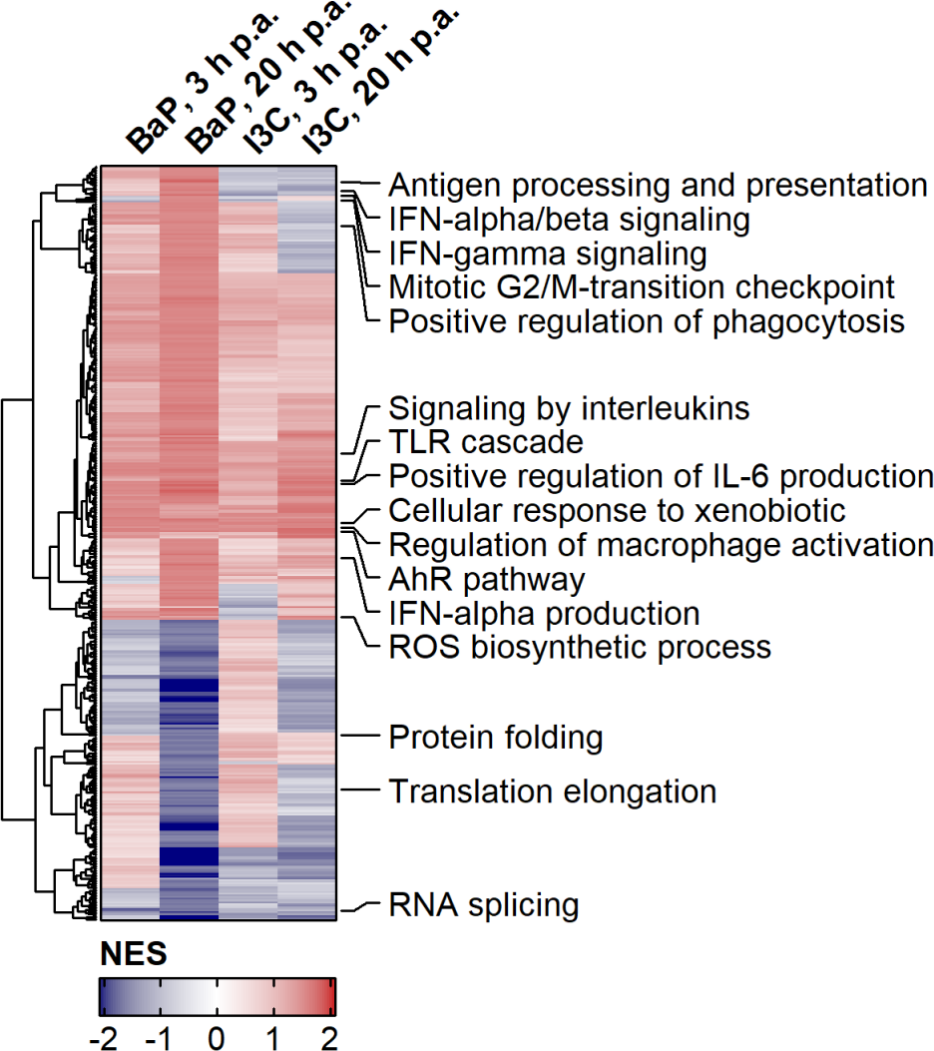
Effects of AhR activation on gene expression profiles during PAMP-induced BMM activation. Murine *Ahr^+/+^* BMMs were exposed to AhR ligands (BaP or I3C) or treated with vehicle control (DMSO) for 6 h (n = 4). Subsequently, cells were activated with hk *S*.E. for 3 h or 20 h (p.a. – post administration) for PAMP activation. Whole cellular RNA was extracted and analyzed by means of RNA sequencing. Relative quantitative whole gene expression profiles of ligand-exposed vs. DMSO-treated cells retrieved from DESeq2 analysis were inspected via gene set enrichment analysis against biological process category of gene ontology and canonical pathways of databases REACTOME and Wiki Pathways. NES of gene sets were used for Euclidean Clustering. Gene sets were selected to cover innate immunity and representative basal cellular processes and annotated in die figure. Complete results are provided as **Supplementary Table 2**.

### 3.2 Majority of affected gene expression is AhR-dependent

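*Ahr* itself (ENSMUSG00000019256.17, chromosome 12, 35497974 to 35535038) had counts in all 64 libraries of both genotypes. In BMMs activated with hk *S*.E. after DMSO, its counts scaled to the TMM-normalized library size (CPM) were 7.01 ± 2.18 (SD, n = 4) in *Ahr+/+* and 12.9 ± 0.134 in *Ahr-/-* BMMs at 3 h. At 20 h, they were 13.0 ± 1.29 and 24.9 ± 2.87. With BaP, they were 6.95 ± 1.08 in *Ahr+/+* and 12.6 ± 1.14 in *Ahr-/-* BMMs at 3 h and 9.22 ± 1.10 and 23.2 ± 3.16 at 20 h. With I3C, they were 6.71 ± 0.839 and 12.2 ± 1.59 at 3 h and 10.9 ± 0.391 and 21.9 ± 2.15 at 20 h. Without hk *S*.E., the values were 3.17 ± 1.54 and 6.63 ± 2.01 at 3 h and 3.80 ± 0.998 and 7.29 ± 1.68 at 20 h. *Ahr* counts were thus higher in *Ahr-/-* than in *Ahr+/+* BMMs after DMSO and hk *S*.E.. The log2 fold change was 0.88 (SE 0.21, adjusted p = 0.00453 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 3 h and 0.93 (SE 0.19, adjusted p = 2.48e-04) at 20 h. A count sums the reads on all exons of the gene and does not show whether the transcript encodes a functional protein. The genotype labels were therefore checked on *Ahrr*, the gene of the AhR repressor. The log2 fold change of *Ahrr* with BaP at 3 h was larger in *Ahr+/+* than in *Ahr-/-* BMMs by 3.69 (SE 0.55, adjusted p = 2.04e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).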

In order to focus on single gene expression and to exclude effects that are triggered by ligand exposure but are independent of AhR, the above-mentioned experimental setup was likewise applied for *Ahr^+/+^* as well as *Ahr^-/-^* BMMs and DEGs of ligand exposed to vehicle control treated BMMs were identified. Only genes that were identified as DEGs in *Ahr^+/+^* or *Ahr^-/-^* Mϕ but not in both were referred to as AhR-dependent DEGs. 

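In the comparisons of BaP and I3C with DMSO at 3 h and 20 h in both genotypes, 119 genes were DEGs in at least 1 of the 8 comparisons. Of these, 99 were DEGs in exactly 1 genotype for at least 1 combination of ligand and time point. In *Ahr-/-* BMMs, BaP gave 4 DEGs at 3 h and 2 at 20 h, and I3C 3 and 30, with 862, 258, 860 and 672 genes at an unadjusted p below 0.05. The counts depended on the model. With the replicate number within genotype as a block, 425 genes were called in any of the 8 comparisons and 384 were AhR-dependent genes. A block for the replicate number within genotype and time point gave 803 and 751. A DESeq2 model per genotype with the replicate number as a term, chosen after seeing the data, gave 1201 and 1152. Without the *Ahr+/+* DMSO library of replicate 4 at 20 h, the counts were 76 and 62. The paper's methods also exclude genes that are DEGs without ligand, which was not done in these counts, and 64 AhR-dependent genes were left without those that differ between the genotypes after DMSO. A call in only 1 genotype does not test whether the genotypes differ. In a test of that difference as an interaction of ligand and genotype, 2 genes passed for BaP at 3 h (*Ahrr* and *Arl4c*). Numbers for the others were 0 for BaP at 20 h, 0 for I3C at 3 h and 0 for I3C at 20 h. These counts of 0 rest on the model without a block, and with the replicate number within genotype as a block they were 26, 0 and 4, or 96, 0 and 8 with the block within genotype and time point. At an unadjusted p below 0.05, these interactions had 372, 679, 241 and 287 genes. These are 2.56%, 4.67%, 1.66% and 1.97% of the genes tested, all below the share of 0.05 expected by chance. Without a block, differences between mice stay in the spread and can lower these shares. The shares therefore do not show that an interaction is absent. The log2 fold changes of *Arl4c* differed by 0.97 (SE 0.18, adjusted p = 0.00711 from edgeR's quasi-likelihood test). Its call was lost in 12 of the 16 fits that each left out 1 library, with adjusted p values up to 0.126 from the same edgeR test, while *Ahrr* was called in all 16.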

Out of 1,197 DEGs in total were found after AhR ligand exposure, 1,108 DEGs could be identified to be AhR-dependently affected. However, the number of AhR-dependent DEGs varied between the both ligands and duration of hk *S*.E. activation with more genes being affected by BaP and after 20 h of Mϕ activation via PRRs by PAMPs (i.e., hk *S.*E.), respectively (**Figure 2A**; **Table 2**).

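AhR-dependent DEGs, called in exactly 1 genotype, numbered 11 with BaP at 3 h, 32 with BaP at 20 h, 16 with I3C at 3 h and 54 with I3C at 20 h. With the replicate number within genotype as a block, they numbered 19, 269, 43 and 113. At 20 h, more genes were thus called with I3C without the block and with BaP with it. Of the 54 genes with I3C at 20 h, 42 were called as lower only in *Ahr+/+*, 5 as lower only in *Ahr-/-* and 7 as higher only in *Ahr+/+* BMMs. Of all 67 genes called as lower with I3C in *Ahr+/+* BMMs at 20 h, 66 were also lower in *Ahr-/-* BMMs. This count is therefore not a measure of the response through AhR. Single libraries decided the count for BaP at 20 h, which was 10 without the *Ahr+/+* BaP library of replicate 2 at 20 h. This also held at 3 h, where the counts were 7 for BaP without the *Ahr+/+* DMSO library of replicate 1 at 3 h and 5 for I3C without the *Ahr+/+* I3C library of replicate 1 at 3 h. The count for I3C at 20 h was 36 to 68 across the fits that each left out 1 library.

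**Figure D2:**
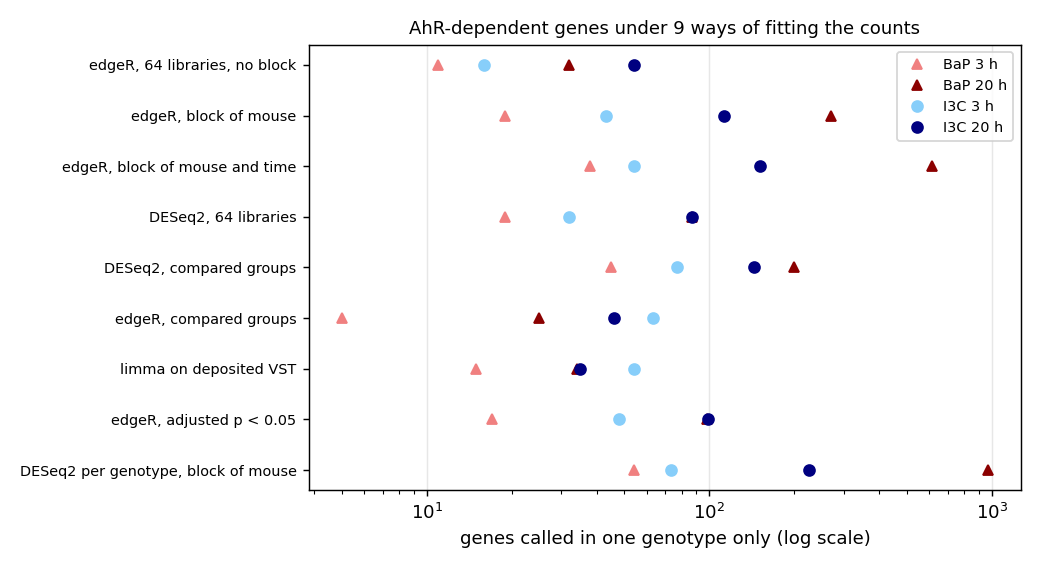
Number of AhR-dependent DEGs (log axis) for BaP and I3C at 3 h and 20 h under 9 ways of fitting the same counts, each a row of 4 points. For BaP at 20 h, the count lies at 32 in the edgeR fit of all libraries and at 972 in a DESeq2 fit per genotype with a replicate term that was chosen after seeing the data.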

**Figure 2:**
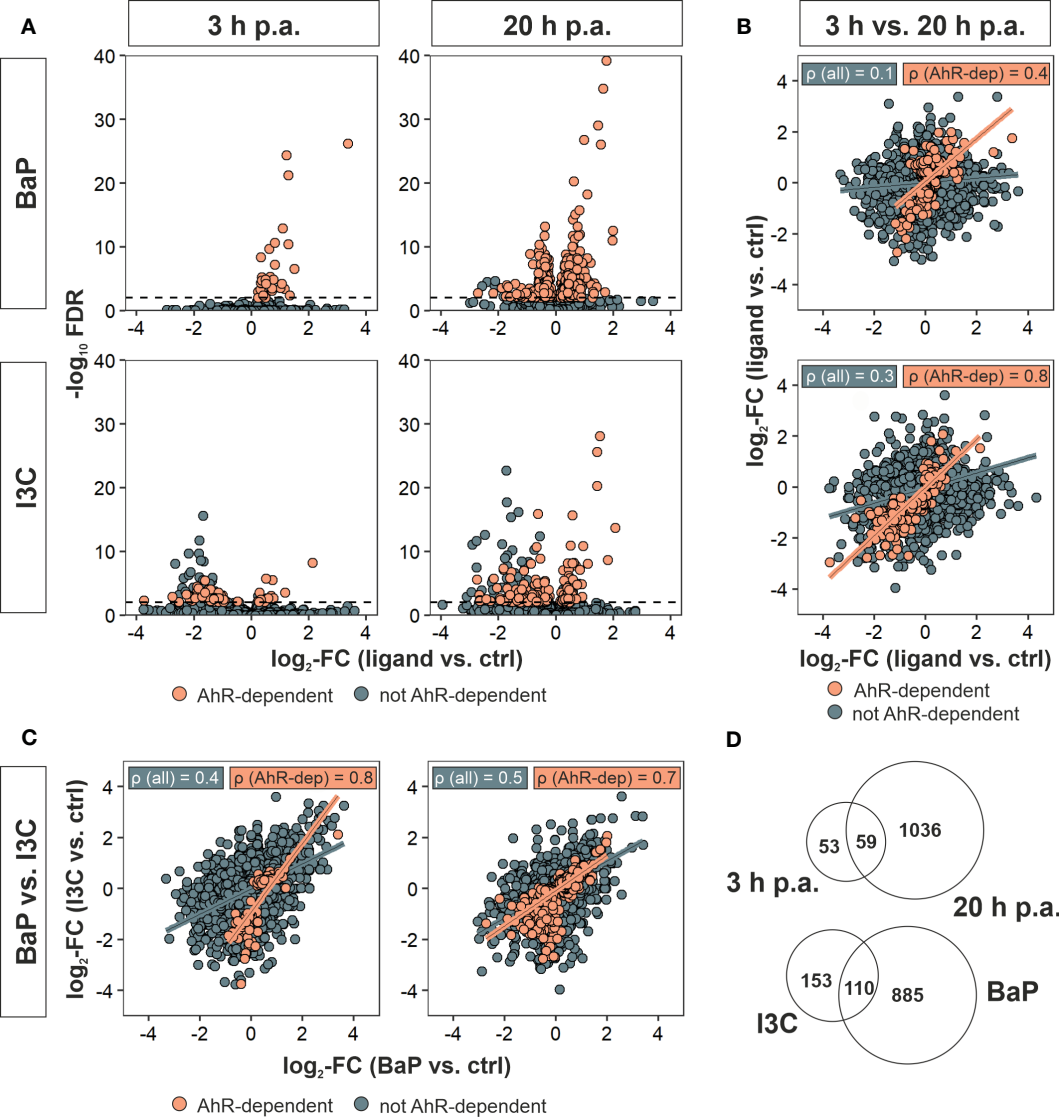
Identification of AhR-dependently differentially expressed genes. Murine *Ahr^+/+^* BMMs were exposed to AhR ligands (BaP or I3C) or treated with vehicle control (DMSO) for 6 h (n = 4). Subsequently, cells were activated with hk *S*.E. for 3 h or 20 h (p.a. – post administration) for PAMP activation. Whole cellular RNA was extracted and analyzed by means of RNA sequencing. Mapped read counts were analyzed by DESeq2 to identify DEGs (n = 4). **(A)** Volcano plots representing log_2_-transformed fold changes (FCs) of gene expression after ligand exposure compared to DMSO-treated BMMs and −log_10_-transformed adjusted *p* values (FDR). **(B)** Correlation of gene expression 3 h to 20 h post administration (p.a.) of hk* S.*E. for BaP (upper panel) and I3C exposure (lower panel) represented by log_2_-FCs. **(C)** Correlation of gene expression after BaP (x-axis) to I3C (y-axis) exposure after 3 h (left panel) and 20 h p.a. of hk* S.*E. (right panel) represented by log_2_-FCs. Linear regression is represented by correlation of all genes (blue) and AhR-dependently DEGs (AhR-dep, orange). Corresponding Pearson’s correlation coefficients (ρ) are indicated in the plots. Complete statistics of correlation analyses are provided as **Supplementary Table 3**. **(D)** Venn-Euler diagrams of total AhR-dependent DEGs comparing 3 h and 20 h p.a. of hk* S.*E. (upper panel) or I3C and BaP exposure (lower panel).

**Table 2:** Number of AhR-dependently differentially expressed genes (DEGs).

Ligand	Duration of BMM activation through hk *S*.E	
	3 h	20 h
BaP	54	972
I3C	73	221

DEGs were filtered by FDR < 0.01. AhR dependencies were elucidated by comparative analysis of *Ahr^+/+^* and *Ahr^-/-^* BMMs.

Only 54 and 73 genes were AhR-dependently modulated after 3 h of BMM activation through hk *S*.E. While all of them are upregulated after BaP exposure, both down- and upregulated genes are present after I3C exposure. 

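At 3 h, BaP gave 7 DEGs in *Ahr+/+* BMMs, all with higher expression and none of them a DEG in *Ahr-/-* BMMs, and 4 DEGs with lower expression only in *Ahr-/-* BMMs, all 4 of them processed pseudogenes. I3C gave 2 DEGs with higher and 17 with lower expression in *Ahr+/+* BMMs, of which 2 and 14 were not DEGs in *Ahr-/-* BMMs. All 17 genes lower with I3C were processed pseudogenes. Reads of a pseudogene and of its parent gene are hard to separate, so each of these changes is uncertain. Among 222 pairs of a tested pseudogene and its parent gene, the pseudogene was the lower with I3C at 3 h in 178. The median log2 fold changes were -0.32 for pseudogenes and 0.06 for parent genes. This argues against shared reads as the whole cause for these pairs. At an unadjusted p below 0.05, there were 390 genes for BaP and 744 for I3C. In 569 (3.91%) and 893 genes (6.14%) of 14537 the ligand and DMSO libraries did not overlap, where chance alone gives 2.86%. Beyond *Ahrr* and *Spint1*, the largest changes with BaP were those of *Eepd1* (ENSMUSG00000036611.5, chromosome 9, 25481547 to 25604110), *Elmsan1* (ENSMUSG00000042507.15, chromosome 12, 84149176 to 84218881) and *Arl4c* (ENSMUSG00000049866.12, chromosome 1, 88673125 to 88702221). Their log2 fold changes were 1.29 (SE 0.20, adjusted p = 1.82e-04 from edgeR's quasi-likelihood test), 1.22 (SE 0.22, adjusted p = 0.00238) and 1.09 (SE 0.12, adjusted p = 2.24e-08), each higher in 4 of 4 pairs. The largest decreases with I3C above the detection floor were those of the pseudogenes Gm14044, Rpl21-ps6 and Gm7823. They were -2.64 (SE 0.51, adjusted p = 0.00525 from the same edgeR test), -2.36 (SE 0.39, adjusted p = 4.05e-04) and -2.16 (SE 0.33, adjusted p = 1.13e-04), each lower in 4 of 4 pairs. Without the *Ahr+/+* DMSO library of replicate 1 at 3 h, 3 genes were DEGs with BaP. Without the *Ahr+/+* I3C library of replicate 1 at 3 h, 6 were DEGs with I3C. *Elmsan1* lost its call in 4 of 8 fits without 1 library, Gm14044 in 6, *Eepd1* in 0, *Arl4c* in 0, Rpl21-ps6 in 0 and Gm7823 in 0. Under the model with a replicate block, 13 genes were DEGs in *Ahr+/+* BMMs with BaP and 57 with I3C.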

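At 20 h, *Ahr+/+* BMMs had 34 DEGs with BaP, 14 with higher and 20 with lower expression, and 74 DEGs with I3C, 7 with higher and 67 with lower expression. Of these, 2 of the DEGs with BaP and 25 of those with I3C were also DEGs in *Ahr-/-* BMMs. With the replicate number as a block, 271 genes were DEGs with BaP and 147 with I3C in *Ahr+/+* BMMs, and 66 with I3C in *Ahr-/-* BMMs. Of the 67 genes lower with I3C, 33 were processed pseudogenes, which are uncertain because reads of pseudogenes and their parent genes are hard to separate, and 34 were protein-coding. Among the latter, 33 had a genomic span above 172720 bp, the 95th percentile of the protein-coding genes tested. With I3C at 20 h, the pseudogene was lower than its parent gene in 165 of 222 pairs, which argues against shared reads as the whole cause for these pairs. The pseudogene Gm20302 (ENSMUSG00000101219.1, chromosome 1, 105574537 to 105574811) had 0 counts in all 4 I3C libraries against 5 to 13 in the DMSO libraries. This makes it at least 2.06-fold lower at a floor of 3 counts. *Pard3b* (ENSMUSG00000052062.14, chromosome 1, 61638824 to 62642284), with 0 to 3 counts, was at least 3.54-fold lower. With BaP, the largest decreases were those of the pseudogenes Gm10029 at -2.41 (SE 0.47, adjusted p = 0.00298 from edgeR's quasi-likelihood test) and Gm5491 at -2.19 (SE 0.39, adjusted p = 9.95e-04). Both lost their call in 4 and 2 of 8 fits without 1 library, where their adjusted p reached 0.0424 and 0.0150 from the same edgeR test. In 1316 genes (9.05%) for BaP and 811 (5.58%) for I3C, the ligand and DMSO libraries did not overlap, and 1510 and 831 genes had an unadjusted p below 0.05. Without the *Ahr+/+* BaP library of replicate 2 at 20 h, 8 genes were DEGs with BaP. Leaving out the *Ahr+/+* I3C library of replicate 3 at 20 h gave 36 with I3C, and without the *Ahr-/-* I3C library of replicate 4 at 20 h, 10 with I3C in *Ahr-/-* BMMs.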

After 20 h of hk *S*.E.-induced Mϕ activation, the number of AhR-dependently modulated genes increased up to 972 or 221 upon BaP or I3C exposure, respectively. Pearson’s correlation of gene expression profiles at 3 h to 20 h post hk *S*.E. administration revealed correlation coefficients (ρ) of 0.1 and 0.3 for BaP and I3C, respectively (**Figure 2B**). However, when including only AhR-dependent genes ρ increases to 0.4 and 0.8, respectively. 

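Across all 14537 genes tested, Pearson's r between the log2 fold changes against DMSO at 3 h and at 20 h in *Ahr+/+* BMMs was 0.0743 for BaP and 0.279 for I3C. These values are across genes, which are not independent replicates, so that no p follows from their number. Spearman's rank correlation, the alternative that moved them most, was 0.0229 for BaP and 0.170 for I3C. Without each replicate number in turn, r was 0.0471 to 0.0870 for BaP, the lowest value without replicate 2, and 0.204 to 0.256 for I3C.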

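The genes that were AhR-dependent DEGs with BaP at either time point numbered 40, and their r between 3 h and 20 h was 0.760. For I3C, the 65 such genes had an r of 0.731. With replicate numbers left out in turn, r stayed between 0.693 and 0.826 for BaP and between 0.670 and 0.748 for I3C. These genes were selected for a change in the same libraries, and the DMSO libraries differ between the time points.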

Correlations of transcriptome profiles of BaP- to I3C-exposed BMMs resulted in ρ = 0.4 or 0.5 at 3 h or 20 h post hk *S*.E. administration, respectively (**Figure 2C**). Similarly, when including only AhR-dependent genes, ρ increased to 0.8 and 0.7, respectively. Thus, similar AhR-dependent effects regardless the ligand used for AhR activation may be anticipated. 

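Both ligands were compared with the same 4 DMSO libraries at each time point. Across the 14537 genes tested, r between the log2 fold changes with BaP and with I3C in *Ahr+/+* BMMs was 0.455 at 3 h and 0.515 at 20 h. When unchanged groups were simulated from the means and the spread of the real libraries and compared with a shared control group in 100 draws, r was 0.483 on average (0.460 to 0.507) at 3 h and 0.493 (0.462 to 0.529) at 20 h. With each ligand against its own 2 of the 4 DMSO libraries, in the 6 possible ways, r fell to a mean of 0.0628 (0.0242 to 0.0817) at 3 h and 0.204 (0.123 to 0.267) at 20 h. This used differences of log2 CPM, which gave 0.429 and 0.558 with all 4 DMSO libraries. Simulated unchanged groups with separate controls reached at most 0.0447 and 0.0383. These had 4 DMSO libraries for each ligand, and genes were drawn independently. Real libraries can deviate together over many genes, so that this range may be too narrow.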

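The genes that were AhR-dependent DEGs with either ligand numbered 25 at 3 h and 82 at 20 h, and r between the log2 fold changes with BaP and I3C across them was 0.737 and 0.513. For the same genes in simulated unchanged groups that share their DMSO libraries, r was 0.459 on average with a highest value of 0.784 at 3 h, and 0.502 with a highest value of 0.780 at 20 h. With each ligand against its own 2 DMSO libraries, the mean r was 0.689 (0.602 to 0.765) at 3 h and 0.554 (0.480 to 0.626) at 20 h. Simulated unchanged groups with separate controls reached at most 0.423 and 0.321. These simulations hold no selection of genes, whereas the AhR-dependent DEGs were selected against all 4 DMSO libraries, so that the split does not remove what the ligands share.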

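The least-squares slope of the log2 fold changes with I3C on those with BaP in *Ahr+/+* BMMs was 0.51 at 3 h and 0.55 at 20 h across all genes tested. It was 0.94 and 0.81 across the AhR-dependent DEGs of either ligand. With each ligand against its own 2 of the 4 DMSO libraries, the mean slope was 0.07 and 0.21 across all genes and 0.74 and 0.74 across the AhR-dependent DEGs.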

Interestingly, the increment of the resulting regression function is 0.5 and 0.6, which may indicate an affinity-dependent effect. All tested correlations possess significance with p < 2.2 × 10^-16^ (**Supplementary Table 3**). However, in direct comparisons of identified DEGs at specific ligand exposures and time post hk *S*.E. administrations, only 110 AhR-dependent DEGs are common to BaP and I3C exposure, while 885 and 153 genes are affected specifically by one of the both ligands, respectively. 

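Of the 99 AhR-dependent DEGs, 6 were called with both ligands, 34 only with BaP and 59 only with I3C. In the fit with the replicate block, these counts were 32, 244 and 108. The count for BaP alone was 11 without the *Ahr+/+* BaP library of replicate 2 at 20 h. A DEG of only 1 ligand is not shown to differ between the ligands, which the direct comparison of BaP with I3C tests. That comparison gave 16 DEGs at 3 h (605 genes at an unadjusted p below 0.05) and 41 at 20 h (830 genes). All of them were higher with BaP than with I3C, and 15 and 10 of them were processed pseudogenes. The 3 h count was 2 without the *Ahr+/+* I3C library of replicate 1 at 3 h. At 20 h, it was 26 without the *Ahr+/+* I3C library of replicate 3 at 20 h and 77 with the replicate number as a block.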

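Divided by time point, 8 AhR-dependent DEGs were called at both 3 h and 20 h of activation, 17 only at 3 h and 74 only at 20 h. When the replicate number was a block, 33 were called only at 3 h and 328 only at 20 h. Single libraries decided both counts, with 8 genes at 3 h without the *Ahr+/+* DMSO library of replicate 4 at 3 h and 37 at 20 h without the *Ahr+/+* DMSO library of replicate 4 at 20 h.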

Fifty-nine AhR-dependent DEGs were altered at both time points, whilst 53 and 1,036 genes were affected only at 3 h or 20 h post hk *S*.E. administration, respectively (**Figure 2D**).

Hence, whole expression profiles and correlation analyses may point to general AhR-dependent effects that occur at different effect strengths upon the usage of BaP or I3C. However, focussing on single gene expression may allow the identification of ligand-specific target genes.

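Of the DEGs of *Ahr+/+* BMMs with higher expression, 5 of 7 with BaP at 3 h, 6 of 14 with BaP at 20 h, 2 of 2 with I3C at 3 h and 2 of 7 with I3C at 20 h had a log2 fold change of the same sign in *Ahr-/-* BMMs. None of these had an unadjusted p below 0.05 there. The median log2 fold changes of these genes were 1.22, 1.05, 1.36 and 1.41 in *Ahr+/+* BMMs and 0.12, -0.04, 0.29 and -0.12 in *Ahr-/-* BMMs. Of the 20 DEGs lower with BaP at 20 h, 9 were also lower in *Ahr-/-* BMMs, 4 of the 20 had an unadjusted p below 0.05 there, and the medians were -0.56 and 0.00. Of the DEGs lower with I3C, 17 of 17 at 3 h and 66 of 67 at 20 h were also lower in *Ahr-/-* BMMs, where 61 of the latter had an unadjusted p below 0.05. Their medians were -1.73 and -1.55 in *Ahr+/+* and -1.36 and -1.16 in *Ahr-/-* BMMs, or -1.71, -1.52, -1.36 and -1.12 with the genes at the floor of 3 counts set to their bound. From the expression profiles as a whole and the correlation analyses (Figure 2B, C), the paper proposes general AhR-dependent effects whose strength differs between BaP and I3C.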

### 3.3 AhR activation regulates gene expression related to innate immunity

Among the AhR-dependent DEG, previously described and putative novel AhR-regulated genes were identified, including canonical and non-canonical targets (**Table 3**). The expression of the canonical AhR-targets *Ahrr* and *Nqo1* was increased by both ligands at both time points in *Ahr^+/+^* but not *Ahr^-/-^* BMMs, confirming successful activation of AhR in *Ahr^+/+^* and no AhR signaling in Mϕ without functional AhR. 

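*Ahrr* (ENSMUSG00000021575.16, chromosome 13, 74211118 to 74292331) had 0.514 ± 0.112 CPM (SD, n = 4) with DMSO, 5.37 ± 1.20 with BaP and 2.29 ± 0.323 with I3C in *Ahr+/+* BMMs at 3 h. At 20 h, it had 5.63 ± 0.714, 18.7 ± 1.52 and 16.0 ± 1.18 CPM. Its log2 fold change was 3.36 (SE 0.26, adjusted p = 7.13e-14 from edgeR's quasi-likelihood test) with BaP and 2.13 (SE 0.28, adjusted p = 5.78e-06) with I3C at 3 h. At 20 h, it was 1.73 (SE 0.18, adjusted p = 4.22e-09 from the same edgeR test) and 1.51 (SE 0.18, adjusted p = 9.03e-08). Every ligand library lay above all 4 DMSO libraries in each of the 4 comparisons, and no call was lost when libraries were left out singly. For BMMs from *Ahr-/-* mice, the log2 fold changes were -0.33 and 0.36 at 3 h and 0.31 and -0.12 at 20 h, with adjusted p values of 0.859, 0.989, 1 and 0.999 from the same edgeR test. The difference between the genotypes was 1.42 (SE 0.29, adjusted p = 0.0399 from the same edgeR test) for BaP and 1.63 (SE 0.30, adjusted p = 0.0155) for I3C at 20 h. At 3 h, it was 1.77 (SE 0.52, adjusted p = 1 from the same edgeR test) for I3C. *Nqo1* (ENSMUSG00000003849.8, chromosome 8, 107388225 to 107403206) rose from 2.39 ± 0.837 CPM with DMSO to 3.99 ± 1.56 with BaP and 5.21 ± 2.12 with I3C at 20 h. The log2 fold changes of *Nqo1* were 0.75 (SE 0.24, adjusted p = 0.940 from the same edgeR test) with BaP and 0.71 (SE 0.24, adjusted p = 0.390) with I3C at 3 h. At 20 h, they were 0.75 (SE 0.26, adjusted p = 0.196 from the same edgeR test) and 1.13 (SE 0.26, adjusted p = 0.0112), higher in 4 of 4 pairs each. Under the model with a replicate block, the adjusted p of *Nqo1* was 0.00749 with I3C at 3 h (range over the alternatives 8.37e-04 to 0.844) and 0.00434 with BaP at 20 h (3.18e-04 to 0.343) from the same edgeR test. For I3C at 20 h, it was 1.12e-05 (8.25e-09 to 0.103) from the same edgeR test, and all 3 are calls. BaP at 3 h was a call with the replicate block within genotype and time (adjusted p = 0.00845 from the same edgeR test) and not within genotype (0.0155). Without the *Ahr+/+* BaP library of replicate 3 at 20 h, its log2 fold change with BaP at 20 h was 0.50. In *Ahr-/-* BMMs, those of *Nqo1* were 0.19, 0.35, 0.07 and 0.07 in the same order. Of the 27 genes of Table 3 that were tested, 5 and 7 passed with BaP at 3 h and 20 h and 2 and 7 with I3C when adjusted over the list alone. This compares with 3, 5, 1 and 4 over all genes tested. Because the study chose the list on these libraries, the counts over the list alone are not independent evidence.

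**Figure D3:**
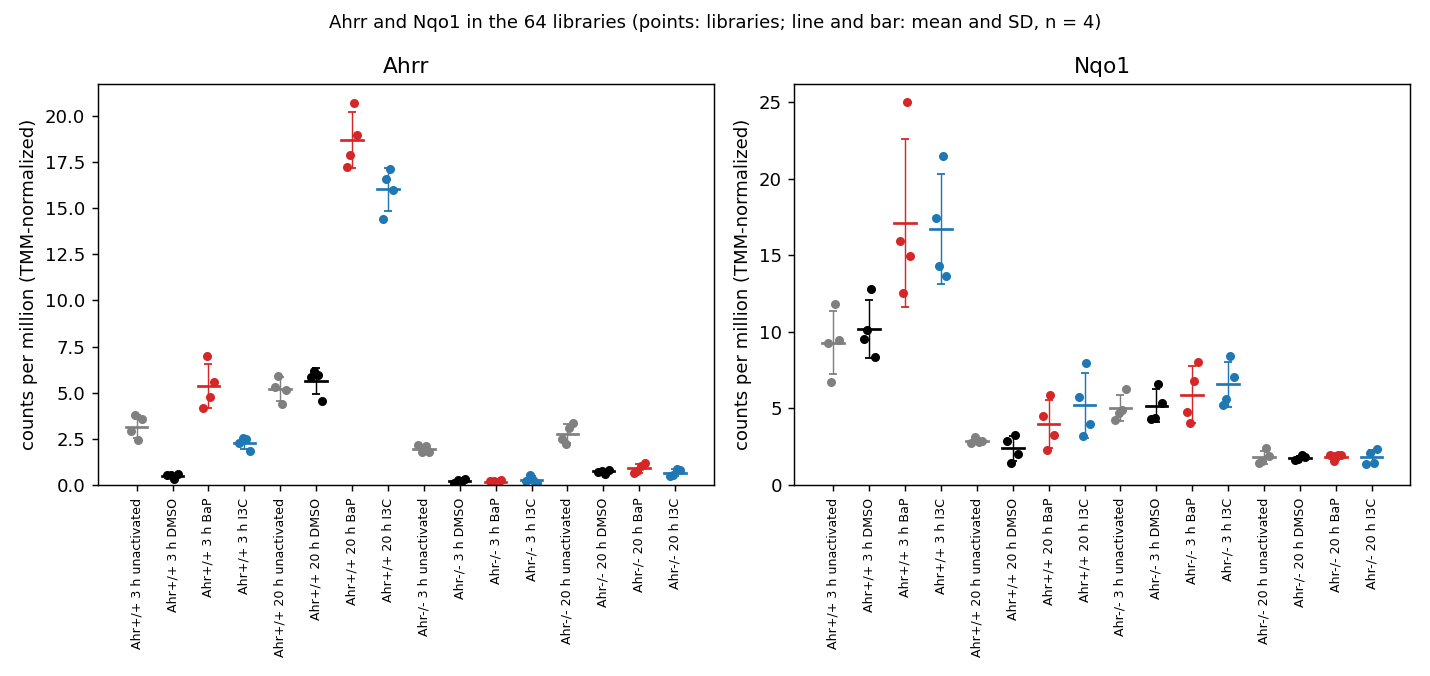
TMM-normalized CPM of *Ahrr* and *Nqo1* in each of the 64 libraries (points) with the mean and SD of the 4 libraries of each group, by genotype, time point and treatment. *Ahrr* reaches 18.7 CPM with BaP in *Ahr+/+* and 0.911 CPM in *Ahr-/-* BMMs at 20 h.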

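*Gsta3* (ENSMUSG00000025934.15, chromosome 1, 21240589 to 21265661), which encodes a glutathione S-transferase, had 4.68 ± 0.988 CPM (SD, n = 4) with DMSO, 7.15 ± 2.41 with I3C and 5.28 ± 1.29 with BaP in *Ahr+/+* BMMs at 20 h. Its log2 fold change at 20 h was 0.61 (SE 0.22, adjusted p = 0.373 from edgeR's quasi-likelihood test) with I3C, higher in 4 of 4 pairs, and 0.17 (SE 0.22, adjusted p = 0.835) with BaP. With I3C, the adjusted p was 0.0588 with the replicate block within genotype and 0.00192, which is a call, with that within genotype and time, from the same edgeR test. In the direct comparison of BaP with I3C, the log2 fold change was -0.43 (SE 0.22, adjusted p = 0.912 from edgeR's quasi-likelihood test). For BMMs from *Ahr-/-* mice, I3C changed *Gsta3* by 0.51 at 20 h, and the difference between the genotypes was 0.10 (SE 0.32, adjusted p = 0.989 from edgeR's quasi-likelihood test). Without the *Ahr+/+* I3C library of replicate 3 at 20 h, the log2 fold change with I3C in *Ahr+/+* BMMs was 0.37.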

Interestingly, the transcriptional activation of Glutathione S transferase alpha 3 (*Gsta3*) was slightly induced only by I3C. 

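*Cyp1a1* (ENSMUSG00000032315.6, chromosome 9, 57687928 to 57703824) had at most 6 counts in a library and any count in 19 of 64 libraries. *Cyp1a2* (ENSMUSG00000032310.4, chromosome 9, 57676937 to 57683703) had 0 counts in all of them. *Cyp1b1* (ENSMUSG00000024087.4, chromosome 17, 79701537 to 79715061) had at most 31 counts and any count in 34 libraries. All 3 were below the filter on low counts and were not tested. *Cyp1b1* had 0 to 3 counts per library with DMSO in *Ahr+/+* BMMs at 20 h, which is at or under a floor of 3 counts. It had 3 to 31 counts with BaP and 5 to 11 with I3C. At 20 h in *Ahr-/-* BMMs, it had 0 counts in all libraries with DMSO, 0 to 4 with BaP and 0 to 4 with I3C.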

Expression of *Cyp* genes was not induced, but possesses overall low expression rates near the detection limit. Matrix metalloproteinases (MMP) gene expression was found to be upregulated for *Mmp8* and *Mmp27* by both ligands BaP and I3C. 

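*Mmp8* (ENSMUSG00000005800.3, chromosome 9, 7558456 to 7568485) had 8.98 ± 3.08 CPM (SD, n = 4) with DMSO, 27.4 ± 4.81 with BaP and 23.8 ± 5.16 with I3C in *Ahr+/+* BMMs at 20 h. The log2 fold changes were 1.62 (SE 0.20, adjusted p = 7.01e-07 from edgeR's quasi-likelihood test) and 1.41 (SE 0.20, adjusted p = 5.16e-06). It was higher in 4 of 4 pairs with either ligand, and no fit that left out 1 library lost these calls. At 3 h, the log2 fold change of *Mmp8* was 0.80 (SE 0.20, adjusted p = 0.203 from the same edgeR test) with BaP and 0.54 (SE 0.20, adjusted p = 0.500) with I3C. With the replicate number as a block, the adjusted p at 3 h was 2.71e-05 with BaP (range over the alternatives 5.66e-08 to 0.218) and 0.00729 with I3C (9.74e-04 to 1) from the same edgeR test, and both are calls. *Mmp27* (ENSMUSG00000070323.11, chromosome 9, 7571396 to 7581885) had 0.672 ± 0.260 CPM with DMSO, 2.50 ± 0.651 with BaP and 2.21 ± 0.324 with I3C at 20 h. The log2 fold changes were 1.92 (SE 0.32, adjusted p = 5.46e-04 from the same edgeR test) and 1.76 (SE 0.33, adjusted p = 8.56e-04). Without the *Ahr+/+* DMSO library of replicate 4 at 20 h, its adjusted p reached 0.0114 with BaP and 0.0150 with I3C from the same edgeR test. The call with I3C was also lost without replicate 3 of this group. At 20 h in *Ahr-/-* BMMs, the log2 fold changes were -0.31 and -0.56 for *Mmp8* and -0.72 and -0.18 for *Mmp27*. The genotypes differed in *Mmp8* by 1.93 (SE 0.36, adjusted p = 0.0229 from the same edgeR test) for BaP and by 1.97 (SE 0.37, adjusted p = 0.0155) for I3C at 20 h.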

Similar evidence was gained for Kunitz type 1 serine protease inhibitor (*Spint1*), whereas secretory leukocyte protease inhibitor (*Slpi*) expression was only induced by I3C. 

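*Spint1* (ENSMUSG00000027315.13, chromosome 2, 119237362 to 119249527) had 2.43 ± 0.386 CPM (SD, n = 4) with DMSO, 7.10 ± 0.366 with BaP and 6.54 ± 0.825 with I3C in *Ahr+/+* BMMs at 20 h. In log2 terms, it changed by 1.54 (SE 0.20, adjusted p = 2.77e-06 from edgeR's quasi-likelihood test) with BaP and 1.43 (SE 0.21, adjusted p = 6.58e-06) with I3C at 20 h, higher in 4 of 4 pairs each. At 3 h, it was 1.49 (SE 0.25, adjusted p = 8.75e-04 from the same edgeR test) with BaP and 1.17 (SE 0.25, adjusted p = 0.0130) with I3C. In the fit with the replicate block, the adjusted p with I3C was 9.03e-04 (range over the alternatives 2.57e-04 to 0.0300) from the same edgeR test. The call with BaP at 3 h was lost without replicate 1 or 4 of the *Ahr+/+* DMSO libraries or replicate 2 of the BaP libraries, where its adjusted p was at most 0.0195 from the same edgeR test. At 3 h in *Ahr-/-* BMMs, *Spint1* had 0 to 1 counts per library with DMSO, 1 to 2 with BaP and 0 to 2 with I3C, where a change is not detectable at this depth. *Slpi* (ENSMUSG00000017002.14, chromosome 2, 164354070 to 164389095) had a log2 fold change of 0.40 (SE 0.29, adjusted p = 1 from the same edgeR test) with I3C and 0.05 (SE 0.29, adjusted p = 0.969) with BaP in *Ahr+/+* BMMs at 20 h. It was 0.37 with I3C in *Ahr-/-* BMMs. Without the *Ahr+/+* DMSO library of replicate 3 at 20 h, that with I3C in *Ahr+/+* BMMs was 0.64.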

Kynurenine-producing indoleamine 2,3-dioxygenase 2 (*Ido2*) expression was induced only by BaP. However, the expression of the IDO-regulator interferon regulatory factor 1 (*Irf1*) was induced by both ligands. 

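*Ido2* (ENSMUSG00000031549.16, chromosome 8, 24531892 to 24576333) had 0.631 ± 0.110 CPM (SD, n = 4) with DMSO, 1.46 ± 0.303 with BaP and 1.07 ± 0.283 with I3C in *Ahr+/+* BMMs at 20 h. Its log2 fold change with BaP was 1.16 (SE 0.31, adjusted p = 0.404 from edgeR's quasi-likelihood test) at 3 h and 1.21 (SE 0.33, adjusted p = 0.0600) at 20 h, higher in 4 and 4 of 4 pairs. With I3C, it was 0.54 (SE 0.32, adjusted p = 1 from the same edgeR test) at 3 h and 0.76 (SE 0.34, adjusted p = 0.699) at 20 h, higher in 4 and 3 of 4 pairs. When the replicate number was a block, the adjusted p with BaP at 20 h was 0.00254 (range over the alternatives 8.44e-05 to 0.118) from the same edgeR test, which is a call. With BaP at 3 h, it was 0.0146, and with the replicate block within genotype and time 0.00444, a call, from the same edgeR test. Without the *Ahr+/+* I3C library of replicate 2 at 3 h, the log2 fold change with I3C at 3 h was 0.33. The direct comparison of BaP with I3C gave 0.45 (SE 0.32, adjusted p = 1 from edgeR's quasi-likelihood test) at 20 h.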

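*Irf1* (ENSMUSG00000018899.16, chromosome 11, 53770014 to 53778374) had 169 ± 15.1 CPM (SD, n = 4) with DMSO, 199 ± 25.2 with BaP and 202 ± 26.3 with I3C in *Ahr+/+* BMMs at 20 h. The log2 fold changes at 20 h were 0.24 (SE 0.11, adjusted p = 0.460 from edgeR's quasi-likelihood test) and 0.26 (SE 0.11, adjusted p = 0.703), higher in 4 and 4 of 4 pairs. Without the *Ahr+/+* I3C library of replicate 4 at 20 h, the change with I3C was 0.16. At 20 h in *Ahr-/-* BMMs, they were 0.04 and 0.10.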

The transcriptional rates of antibacterial interferon-inducible GTPase 1 (*Iigp1*) and interferon-induced GTP-binding protein (*Mx1*) were found to be increased only by BaP. 

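*Iigp1* (ENSMUSG00000054072.12, chromosome 18, 60376027 to 60392634) had 24.7 ± 5.73 CPM (SD, n = 4) with DMSO and 42.1 ± 13.3 with BaP in *Ahr+/+* BMMs at 20 h. Its log2 fold change was 0.77 (SE 0.51, adjusted p = 0.646 from edgeR's quasi-likelihood test), higher in 4 of 4 pairs. For *Mx1* (ENSMUSG00000000386.16, chromosome 16, 97447035 to 97462907), the values were 545 ± 80.7 and 829 ± 220.5 CPM and a log2 fold change of 0.61 (SE 0.34, adjusted p = 0.558 from the same edgeR test), higher in 4 of 4 pairs. With a replicate block within genotype, the adjusted p with BaP was 0.0160 for *Iigp1* and 0.0603 for *Mx1* from the same edgeR test, and neither is a call. The replicate block within genotype and time gave 3.08e-04 and 0.00868 from the same edgeR test, and both are calls. Both genes varied between the DMSO libraries, from 16.2 to 28.4 CPM for *Iigp1* and from 450.2 to 637 CPM for *Mx1*. In the fit without a block, their SE also takes in the spread within all other groups, those of *Ahr-/-* BMMs included. At 20 h with I3C, the log2 fold change was 0.43 (SE 0.51, adjusted p = 1 from the same edgeR test) for *Iigp1* and 0.23 (SE 0.34, adjusted p = 1) for *Mx1*. The genes were higher in 4 and 4 of 4 pairs. Without the *Ahr+/+* DMSO library of replicate 3 at 20 h, these were 0.27 and 0.15. BaP compared directly with I3C gave 0.34 (SE 0.50, adjusted p = 1 from edgeR's quasi-likelihood test) for *Iigp1* and 0.38 (SE 0.34, adjusted p = 1) for *Mx1*.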

Similar evidence of a BaP-specific expressional induction was gained for cyclic GMP-AMP synthase (*Cgas*) as well as for the type I interferon receptor alpha and beta chains (*Ifnar1*, *Ifnar2*) Moreover, several important functional Mϕ genes were found to be induced following BaP exposure. Among them are the genes encoding for CD64 (*Fcgr1*), CD16 (*Fcgr3*), CD84 (*Cd84*), toll-like receptor 9 (*Tlr9*), and IL-12Rβ1 subunit (*Il12rb1*). 

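With BaP at 20 h, the log2 fold change in *Ahr+/+* BMMs was 0.27 (SE 0.15, adjusted p = 0.556 from edgeR's quasi-likelihood test) for *Cgas* (ENSMUSG00000032344.17, chromosome 9, 78430526 to 78443237). *Ifnar1* (ENSMUSG00000022967.13, chromosome 16, 91485238 to 91507441) changed by 0.18 (SE 0.07, adjusted p = 0.291 from the same edgeR test) and *Ifnar2* (ENSMUSG00000022971.18, chromosome 16, 91372783 to 91405589) by 0.16 (SE 0.07, adjusted p = 0.376). In this order, the genes were higher in 4, 4 and 4 of 4 pairs. With a replicate block within genotype, none of the 3 was called, and with the replicate block within genotype and time only *Ifnar1* was (adjusted p = 0.00761 from the same edgeR test). *Ifnar1* had 272 ± 12.1 CPM (SD, n = 4) with DMSO and 309 ± 11.1 with BaP, and *Ifnar2* 252 ± 11.8 and 281 ± 15.6. With I3C at 20 h, the log2 fold changes were 0.22, 0.09 and 0.09 with adjusted p values of 1, 1 and 1 from the same edgeR test. In the direct comparison of BaP with I3C, they were 0.06, 0.09 and 0.07, with adjusted p values of 1, 1 and 1 from the same edgeR test.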

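In *Ahr+/+* BMMs at 20 h, BaP changed *Fcgr1* (ENSMUSG00000015947.10, chromosome 3, 96282909 to 96293969) by a log2 fold change of 0.33 (SE 0.13, adjusted p = 0.317 from edgeR's quasi-likelihood test) and *Fcgr3* (ENSMUSG00000059498.13, chromosome 1, 171051174 to 171064935) by 0.45 (SE 0.29, adjusted p = 0.642). For *Cd84* (ENSMUSG00000038147.13, chromosome 1, 171839697 to 171890718), it was 0.37 (SE 0.13, adjusted p = 0.222 from the same edgeR test), and for *Tlr9* (ENSMUSG00000045322.10, chromosome 9, 106222598 to 106226883) 0.51 (SE 0.18, adjusted p = 0.224). *Il12rb1* (ENSMUSG00000000791.9, chromosome 8, 70808449 to 70821424) changed by 0.91 (SE 0.30, adjusted p = 0.167 from the same edgeR test). In this order, the genes were higher in 4, 4, 4, 3 and 4 of 4 pairs. With a replicate block within genotype, *Cd84* had an adjusted p of 0.00957 (range over the alternatives 1.74e-04 to 0.445) from the same edgeR test, which is a call, and the others were not called. The replicate block within genotype and time called *Cd84*, *Fcgr3* and *Il12rb1*, with adjusted p values of 5.13e-04, 0.00250 and 0.00176 from the same edgeR test. *Il12rb1* had 3.98 ± 0.525 CPM (SD, n = 4) with DMSO and 7.45 ± 1.70 with BaP. Without the *Ahr+/+* BaP library of replicate 2 at 20 h, the log2 fold change was 0.30 for *Tlr9* and 0.28 for *Fcgr3*. At 20 h with I3C, the log2 fold changes were 0.12, 0.20, 0.23, 0.08 and 0.58, and in *Ahr-/-* BMMs with BaP -0.12, -0.00, 0.01, -0.10 and -0.15.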

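*Il21r* (ENSMUSG00000030745.9, chromosome 7, 125603429 to 125633570) had 11.9 ± 1.05 CPM (SD, n = 4) with DMSO, 20.8 ± 2.97 with BaP and 15.8 ± 2.35 with I3C in *Ahr+/+* BMMs at 3 h. Its log2 fold change was 0.81 (SE 0.16, adjusted p = 0.00766 from edgeR's quasi-likelihood test) with BaP and 0.41 (SE 0.16, adjusted p = 0.608) with I3C at 3 h. At 20 h, it was 0.59 (SE 0.14, adjusted p = 0.0268 from the same edgeR test) and 0.47 (SE 0.14, adjusted p = 0.129). In this order, *Il21r* was higher in 4, 4, 4 and 4 of 4 pairs. The call with BaP at 3 h was lost in 7 of 8 fits that each left out 1 library. The highest adjusted p was 0.118 from the same edgeR test, without the *Ahr+/+* BaP library of replicate 2 at 3 h. Under the model with a replicate block, the adjusted p with BaP at 20 h was 0.00163 (range over the alternatives 8.63e-11 to 0.0583) from the same edgeR test, which is a call. The I3C effect at 20 h had an adjusted p of 0.0247 in this fit and of 0.00195, which is a call, with the replicate block within genotype and time, both from the same edgeR test. In *Ahr-/-* BMMs, the log2 fold changes were 0.03 and 0.11 at 3 h and -0.02 and 0.10 at 20 h.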

The transcription of the IL-21R (*Il21r*) was upregulated by both ligands, BaP and I3C. 

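The sialophorin gene *Spn* (ENSMUSG00000051457.7, chromosome 7, 127132232 to 127137823) had 88.8 ± 17.7 CPM (SD, n = 4) with DMSO and 50.5 ± 10.2 with BaP in *Ahr+/+* BMMs at 20 h. As a log2 fold change, this is -0.82 (SE 0.14, adjusted p = 6.70e-04 from edgeR's quasi-likelihood test), lower in 4 of 4 pairs. This call was lost without replicate 2 of the BaP libraries or replicate 4 of the DMSO libraries, where the adjusted p was at most 0.0148 from the same edgeR test. At 3 h, the change with BaP was -0.11 (SE 0.15, adjusted p = 1 from the same edgeR test). With I3C at 20 h, it was -0.34 (SE 0.14, adjusted p = 0.574 from the same edgeR test), or -0.21 without the *Ahr+/+* I3C library of replicate 1 at 20 h. For BMMs from *Ahr-/-* mice with BaP at 20 h, it was -0.00, and the genotypes differed by -0.81 (SE 0.20, adjusted p = 0.147 from edgeR's quasi-likelihood test).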

Interestingly, *Spn* a gene encoding for sialophorin (leukosialin, CD43) a major sialoglycoprotein expressed on Mϕ but also several other leukocytes, mainly T lymphocytes, was found to be downregulated following BaP exposure. 

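With BaP, the log2 fold change of *Il1b* (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) in *Ahr+/+* BMMs was -0.05 (SE 0.26, adjusted p = 1 from edgeR's quasi-likelihood test) at 3 h and -0.09 (SE 0.26, adjusted p = 0.928) at 20 h, lower in 3 and 2 of 4 pairs. That of *Il10* (ENSMUSG00000016529.5, chromosome 1, 131019845 to 131024974) was 0.37 (SE 0.28, adjusted p = 1 from the same edgeR test) at 3 h and -0.09 (SE 0.29, adjusted p = 0.938) at 20 h, higher in 4 and 1 of 4 pairs. Without the *Ahr+/+* BaP library of replicate 2 at 3 h, the change of *Il10* at 3 h was 0.07. This fit kept the DMSO library of the same number, which was also the highest of its group (16.1 CPM). *Il1b* had 1729 ± 176 CPM (SD, n = 4) with DMSO and 1620 ± 215 with BaP at 20 h, and *Il10* 4.61 ± 1.56 and 4.33 ± 1.88. With I3C, the log2 fold change was -0.07 (SE 0.26, adjusted p = 1 from the same edgeR test) at 3 h and 0.10 (SE 0.26, adjusted p = 1) at 20 h for *Il1b*. For *Il10*, it was 0.10 (SE 0.28, adjusted p = 1 from the same edgeR test) and -0.30 (SE 0.30, adjusted p = 1).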

Unexpectedly, no significant changes in *Il1b* and *Il10* transcriptional rates could be detected, although trends were observable for reduction of *Il1b* but induction of *Il10* gene expression through BaP exposure (**Supplementary Table 1**). However, verification of those results by RT-qPCR revealed a significant and dose-dependent reduction of *Il1b* but induction of *Il10* mRNA expression through exposure with both ligands, BaP and I3C (**Figure 3**). 

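*Ccl3* (ENSMUSG00000000982.5, chromosome 11, 83647844 to 83649355) had 1433 ± 393 CPM (SD, n = 4) with DMSO in *Ahr+/+* BMMs at 20 h and 1014 with BaP (878 to 1310). The log2 fold change was -0.50 (SE 0.18, adjusted p = 0.211 from edgeR's quasi-likelihood test), lower in 4 of 4 pairs. With the replicate number as a block, its adjusted p was 0.00663 (range over the alternatives 8.50e-04 to 0.314) from the same edgeR test, which is a call. Without the *Ahr+/+* DMSO library of replicate 4 at 20 h, the log2 fold change was -0.31. *Ccl7* (ENSMUSG00000035373.2, chromosome 11, 82045712 to 82047525) had 412 ± 95.9 CPM with DMSO and 507 ± 117 with BaP. Its log2 fold change was 0.30 (SE 0.26, adjusted p = 0.762 from the same edgeR test), higher in 4 of 4 pairs. It was 0.15 without the *Ahr+/+* DMSO library of replicate 3 at 20 h. At 20 h with I3C, the changes were -0.35 for *Ccl3* and -0.16 for *Ccl7*.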

In terms of chemokines, transcription was reduced in case of CC-chemokine ligand *Ccl3* but induced in case of *Ccl7* following BaP exposure. Finally, the expression of insulin-like growth factor 1 receptor (*Igf1r*) was declined by I3C, whilst its ligand *Igf1* was induced by BaP.

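*Igf1r* (ENSMUSG00000005533.10, chromosome 7, 67952827 to 68233668) had 1.92 ± 0.425 CPM (SD, n = 4) with DMSO and 1.15 ± 0.436 with I3C in *Ahr+/+* BMMs at 20 h. As a log2 fold change, this is -0.75 (SE 0.21, adjusted p = 0.0647 from edgeR's quasi-likelihood test), lower in 4 of 4 pairs. In the fit with the replicate block, the adjusted p was 0.00884 (range over the alternatives 0.00801 to 0.331) from the same edgeR test, which is a call. With BaP, the log2 fold change was -0.22 (SE 0.19, adjusted p = 0.769 from the same edgeR test), or -0.08 without the *Ahr+/+* BaP library of replicate 2 at 20 h. For BMMs from *Ahr-/-* mice with I3C, it was -0.27. The genomic span of *Igf1r* is 280842 bp. *Igf1* (ENSMUSG00000020053.18, chromosome 10, 87858265 to 87937042) had 171 ± 18.9 CPM with DMSO and 215 ± 22.4 with BaP. The log2 fold change was 0.33 (SE 0.13, adjusted p = 0.270 from the same edgeR test), higher in 4 of 4 pairs. Its adjusted p with BaP was 0.0270 with the replicate block within genotype and 0.00473, which is a call, with that within genotype and time, from the same edgeR test. With I3C, the log2 fold change of *Igf1* was 0.13.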

**Table 3:** Selected AhR-dependently differentially expressed genes.

Gene	BaP				I3C				AHRE
	3 h p.a.		20 h p.a.		3 h p.a.		20 h p.a.		
	*Ahr^+/+^*	*Ahr^-/-^*	*Ahr^+/+^*	*Ahr^-/-^*	*Ahr^+/+^*	*Ahr^-/-^*	*Ahr^+/+^*	*Ahr^-/-^*	
*Ahrr*	**3.37**	-0.35	**1.76**	0.31	**2.13**	0.35	**1.53**	-0.13	Yes
*Nqo1*	**0.72**	0.17	**0.74**	0.08	**0.69**	0.33	**1.12**	0.08	Yes
*Gsta3*	-0.19	0.16	0.16	0.19	0.16	0.18	**0.59**	0.51	Yes
*Mmp8*	**0.82**	0.01	**1.65**	-0.30	**0.54**	0.12	**1.45**	-0.55	Yes
*Mmp27*	0.50	0.17	**1.97**	-0.76	0.22	-0.14	**1.81**	-0.19	**No**
*Spint1*	**1.50**	1.59	**1.56**	0.34	**1.18**	0.94	**1.43**	-0.31	Yes
*Slpi*	0.15	0.05	0.07	0.09	0.11	0.11	**0.44**	0.37	Yes
*Ido2*	**1.17**	0.12	**1.22**	0.12	0.54	-0.14	0.77	-0.02	Yes
*Irf1*	0.12	0.02	**0.24**	0.05	0.11	0.08	**0.26**	0.10	Yes
*Iigp1*	-0.09	-0.46	**0.79**	-0.24	0.01	-0.16	0.46	-0.23	**No**
*Mx1*	-0.06	-0.31	**0.59**	-0.18	-0.01	-0.17	0.24	0.02	**No**
*Ifnar1*	-0.01	-0.02	**0.19**	0.03	0.01	-0.01	0.10	-0.02	Yes
*Ifnar2*	0.02	-0.01	**0.17**	0.01	0.03	0.01	0.10	-0.01	Yes
*Cgas*	-0.01	-0.21	**0.29**	-0.02	0.02	-0.13	0.23	0.01	**No**
*Fcgr1*	0.03	-0.08	**0.33**	-0.11	0.02	0.00	0.13	-0.03	**No**
*Fcgr3*	0.08	0.00	**0.45**	0.03	0.08	0.09	0.21	-0.12	Yes
*Cd84*	-0.11	-0.12	**0.37**	0.03	0.00	0.04	0.24	-0.03	**No**
*Spn*	-0.10	0.18	**-0.80**	0.00	-0.03	0.15	-0.33	0.08	Yes
*Tlr9*	0.06	0.14	**0.50**	-0.09	0.18	0.00	0.10	0.13	Yes
*Il12rb1*	0.25	0.47	**0.90**	-0.12	0.21	0.25	0.60	0.28	**No**
*Il21r*	**0.81**	0.03	**0.60**	-0.02	0.40	0.10	**0.48**	0.10	Yes
*Igf1r*	-0.02	0.04	-0.21	-0.02	-0.16	-0.10	**-0.75**	-0.28	Yes
*Igf1*	-0.09	-0.14	**0.34**	0.03	-0.07	-0.09	0.14	0.03	Yes
*Ccl3*	-0.03	0.14	**-0.48**	0.14	-0.03	0.02	-0.33	0.05	Yes
*Ccl7*	-0.07	-0.09	**0.31**	-0.06	-0.22	-0.23	-0.14	-0.22	Yes
*Gprc5b*	0.00	0.15	**0.66**	0.09	0.16	0.01	0.14	0.30	Yes
*Cdk14*	-0.04	-0.25	**0.35**	-0.04	-0.08	-0.23	-0.03	-0.29	Yes

Numbers represent log_2_-tranformed fold changes of expression after ligand stimulation compared to non-exposed state from RNA sequencing experiments. Bold printed numbers indicate significant expression changes (FDR < 0.01). p.a. = time post hk S.E. administration. AHRE, aryl hydrocarbon response element.

**Figure 3:**
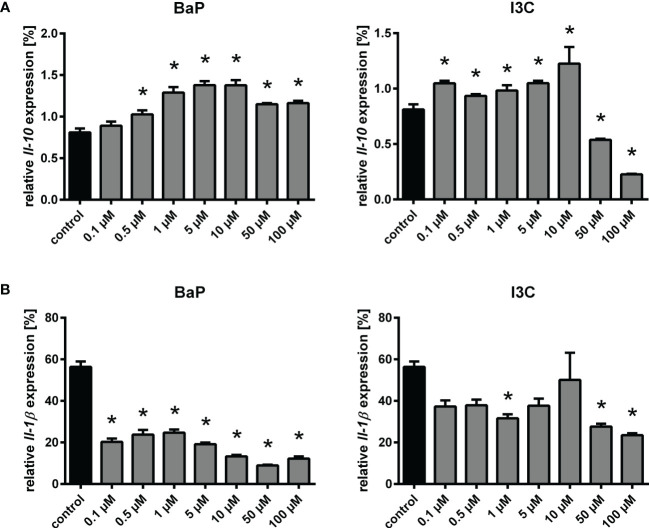
Changes in relative *Il10* **(A)** and *Il1b* **(B)** expression following exposure to different concentrations of BaP or I3C. BMMs from *Ahr^+/+^* mice were treated with indicated concentrations of BaP or I3C or vehicle control (DMSO) for 6 h. Subsequently, cells were activated with hk *S*.E. for 20 h (p.a. – post administration) for PAMP activation. Changes in gene transcription were assessed by real-time RT-PCR. Data represent the mean of the relative cytokine gene expression ± SEM after normalization with housekeeping genes *Alas1* and *Hprt* (n=4). *p ≤ 0.05 indicates significant differences between treated and untreated cells.

Hence, AhR modulates the expression of several genes in part ligand-dependently. 

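Of the DEGs of *Ahr+/+* BMMs with BaP that were not DEGs with I3C, 5 of 5 at 3 h and 30 of 30 at 20 h had a log2 fold change of the same sign with I3C. Of these, 5 and 26 had an unadjusted p below 0.05 with I3C. Those at 20 h include the pseudogenes Gm5491 and Gm9512, which were also DEGs with BaP in *Ahr-/-* BMMs at 20 h and so not AhR-dependent. The median ratio of the I3C to the BaP log2 fold change was 0.602 at 3 h and 0.494 at 20 h. Because both ligands share their DMSO libraries, 94.8% and 92.3% of such genes had the same sign in simulated groups without any ligand effect, and 55.2% and 50.0% with separate DMSO libraries. With each ligand against its own 2 of the 4 DMSO libraries, 5 of 5 genes at 3 h and 29 to 30 of 30 at 20 h had the same sign in the 6 possible ways. This does not remove the sharing, because the genes were selected against all 4 DMSO libraries.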

Interestingly, however, for most of the genes, that are differentially expressed after BaP but not I3C exposure, the expressional trend could be observed for both ligands, which implies that the observed effects depend on the affinity of the individual AhR ligand. To this end, we selected genes of importance in innate immunity, that were identified as ligand-specifically regulated and performed RT-qPCR experiments to monitor their expressional changes under exposure with different concentrations of both ligands used in this study, i.e., BaP and I3C (**Supplementary Figure 1**). The ligand-specific upregulation of *Gsta3* through I3C observed in the RNA sequencing result was confirmed by the RT-qPCR analysis. Similarly, an expressional repression of *Igf1r* by I3C was confirmed. Interestingly, an expressional activation of *Igf1r* through BaP was revealed by RT-qPCR, that was not anticipated from RNA sequencing experiments. RT-qPCR revealed upregulation of *Il12rb1*, *Ido2*, and *Slpi* expression through both ligands, whereas the RNA sequencing data showed only a differential expression for BaP (*Il12rb1*, *Ido2*) or I3C (*Slpi*). However, expressional trends as observed in RT-qPCR were already anticipated from RNA sequencing indicating a relation of the observations to higher sensitivity and accuracy of RT-qPCR over RNA sequencing. However, in contrast to the RNA sequencing data *Spn* was not downregulated but upregulated in RT-qPCR analysis.

### 3.4 Absence of aryl hydrocarbon response elements reveals non-canonical AhR targets

To model the mechanism of AhR regulation the promotor regions of all AhR-dependent DEG were screened for the known AHRE: AHRE I (5’-GCGTG-3’), AHRE II (5’- CATGnnnnnnC(A/T)TG-3’) and RelB AHRE (5’-GGGTGCAT-3’). Of all 1,108 AhR-dependent DEG, 905 genes (82 %) possess at least one of the AHRE in their promotor regions and can be considered as potential canonical AhR targets. However, the proportions and usage of AHRE motifs vary between the used ligands and duration of hk *S*.E. activation (**Table 4**). Upon BaP exposure, proportion of AhR-affected genes possessing an AHRE I motif is higher compared to I3C exposure at both time points (85 % and 81 % vs. 49 % and 68 %). While under BaP exposure the proportion of AHRE I-possessing genes was higher after 3 h compared to 20 h of BMM activation by hk *S*.E., we found a reciprocal result upon I3C exposure. Similarly, also a higher proportion of AHRE II-possessing genes was observed in response to BaP compared to I3C exposure but without changes between duration of Mϕ activation (18 % vs. 14 %). The proportion of RelB AHRE possessing AhR-dependent DEGs did not vary between both ligands but was higher after 20 h compared to 3 h of Mϕ activation (6 % vs. 3 %). However, although the presence of an AHRE does not automatically point to a canonical regulation of the target gene, the absence of an AHRE excludes it definitely. Thus, the highly regulated genes *Mmp27*, *Iigp1*, *Mx1*, *Fcgr1*, *Cd84*, and *Il12rb1* can be considered as non-canonical targets (**Table 3**).

**Table 4:** Identification of AHRE motifs in AhR-dependently differentially expressed genes.

Ligand	Time p.a.	AHRE I	AHRE II	RelB AHRE
BaP	3 h	28/33 (85 %)	6/33 (18 %)	1/33 (3 %)
	20 h	785/965 (81 %)	174/965 (18 %)	58/965 (6 %)
I3C	3 h	31/63 (49 %)	9/63 (14 %)	2/63 (3 %)
	20 h	137/202 (68 %)	29/202 (14 %)	13/202 (6 %)

Genes filtered as DEG in *Ahr^+/+^* BMMs for both ligands and time post hk S.E. administration (p.a.) were screened for AHRE I, AHRE II, and RelB AHRE binding motifs in their promotor regions. Numbers indicate proportions of motif-possessing genes to all AhR-dependent DEGs.

### 3.5 Computational modelling suggest a central role of interferons in non-canonical signaling

To evaluate mechanisms beyond canonical AhR signaling the expression profiles were filtered for AhR-dependent DEGs and analyzed via IPA to predict the activity of potential upstream regulators. Only profiles of BMMs exposed to BaP and activated for 20 h with hk *S*.E. resulted in sufficient analysis depth and will be focused in the further section. The activity of 36 potential upstream regulators could be modeled (**Supplementary Table 4**). Of those, 24 were found to regulate 14 downstream targets not possessing any of the screened AHRE motifs, and thus cannot be targeted directly by canonical AhR signaling (**Figure 4A**). Among the putative upstream regulators are type I (IFN-β) and type II (IFN-γ) interferons and their associated transcriptional regulators (IRF3, IRF7) as well as transmembrane receptors (IL-10Rα, TLR3, TLR9), kinases (e.g., CRKL, MARK2, MAPK9) and others (e.g., DOCK8, SOCS1, TICAM1). Several proinflammatory regulators (e.g., IFN-γ, IFN-β, TLR3, TLR9, TICAM1) were predicted to be activated. Four of the modeled upstream regulators are predicted to be inhibited. Among those are the anti-inflammatory regulators IL-10Rα, SOCS1 and CITED2. The most non-AHRE motif-possessing AhR-dependent DEGs are known to be directly or indirectly regulated by IFN-γ including *Iigp1*, *Mx1*, *Casp1*, *Il12rb1*, *Lcp2*, *Ly6a*, and *Runx3*. 

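With BaP at 20 h, the log2 fold change in *Ahr+/+* BMMs was 0.37 (SE 0.17, adjusted p = 0.408 from edgeR's quasi-likelihood test) for *Casp1* (ENSMUSG00000025888.6, chromosome 9, 5298517 to 5307265) and 0.96 (SE 0.44, adjusted p = 0.425) for *Ly6a* (ENSMUSG00000075602.10, chromosome 15, 74994877 to 74998031). *Runx3* (ENSMUSG00000070691.10, chromosome 4, 135120652 to 135177990) changed by 0.25 (SE 0.14, adjusted p = 0.564 from the same edgeR test) and *Lcp2* (ENSMUSG00000002699.13, chromosome 11, 34046920 to 34092295) by -0.25 (SE 0.07, adjusted p = 0.0585). *Casp1*, *Ly6a* and *Runx3* were higher in 4, 4 and 4 of 4 pairs and *Lcp2* was lower in 4 of 4. When the replicate number was a block, the adjusted p was 7.20e-08 for *Ly6a* (range over the alternatives 1.58e-27 to 0.671) and 0.00348 for *Lcp2* (2.33e-04 to 0.263) from the same edgeR test, and both are calls. *Casp1* was called with the replicate block within genotype and time (adjusted p = 0.00815 from the same edgeR test) and not within genotype (0.0218). *Ly6a* ranged from 21.1 to 74.2 CPM between the 4 DMSO libraries. Without the *Ahr+/+* BaP library of replicate 2 at 20 h, the log2 fold change of *Ly6a* was 0.50 and that of *Runx3* 0.16. With I3C at 20 h, the log2 fold changes were 0.22 for *Casp1*, 0.55 for *Ly6a*, 0.04 for *Runx3* and -0.14 for *Lcp2*.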

All but *Lcp2* were found in upregulated expression states. Ten out of 14 genes are targeted by two or more upstream regulators. For example, *Iigp1* is regulated by 17 and *Mx1* by 10 upstream elements, representing highly complex regulation mechanisms.

**Figure 4:**
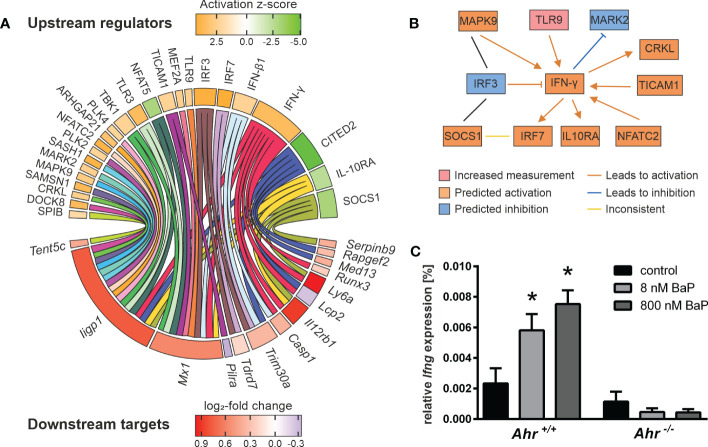
Putative mechanisms in AhR-dependent gene expression. Murine *Ahr^+/+^* BMMs were exposed to BaP or treated with vehicle control (DMSO) for 6 h. Subsequently, cells were activated with hk *S*.E. for 20 h for PAMP activation. Whole cellular RNA was extracted and analyzed by means of RNA sequencing. Mapped read counts were analyzed by DESeq2 to identify DEGs (n = 4). **(A)** Potential upstream regulators were predicted from AhR-dependent gene expression to identify 24 regulator elements (upper panel) that target 14 non-AHRE motif-possessing genes (lower panel). Circle plot illustrating functional interactions of upstream regulators to downstream targets. Outer grid color represents predicted activation z-score (for upstream regulators) and measured log_2_-fold change (for downstream targets). **(B)** Upstream regulator interaction network modified from IPA output (**Supplementary Figure 2**). Nodes represent measured or predicted upstream regulator activities and interactions based on experimental results from BaP-exposed BMMs activated for 20 h with hk *S*.E. **(C)** BMMs from *Ahr^+/+^* and *Ahr^-/-^* mice were exposed to BaP (8 nM or 800 nM) or DMSO (vehicle control) for 6 h. Changes in gene transcription of *Ifng* were assessed by quantitative real-time RT-PCR after activation of BMMs with hk *S*.E. for 20 h. Data represent the mean of the relative expression ± SEM after normalization with housekeeping genes *Alas1* and *Hprt* (n = 3). *p ≤ 0.05 indicates significant differences between treated and untreated cells.

The computed upstream regulators itself are interconnected. Remarkably, a functional network that connects IFN-γ to upstream and downstream effects, is modeled to be activated. The IFN-γ expression and secretion is regulated by TICAM1, TLR9 and NFATC2. IFN-γ itself regulates the activity of MARK2, CRKL, SOCS1, and MAPK9. The latter two interact with IRF3. Further, IFN-γ regulates the expression of IRF3, IRF7, and IL-10Rα. These findings suggest a crucial impact of AhR activation, i.e., through BaP, on IFN-γ production and signaling in Mϕ (**Figure 4B**). 

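*Ifng* (ENSMUSG00000055170.4, chromosome 10, 118441046 to 118445892) had counts in 20 of 64 libraries, 45 in total and at most 6 in a library, and was not tested. In *Ahr+/+* BMMs at 20 h, it had 0 to 6 counts per library with DMSO, 1 to 4 with BaP and 0 to 1 with I3C, and a change with a ligand was not detectable at this depth.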

*Ifng* itself does not possess any of the screened AHREs and its expression was not detected by RNA sequencing. Due to the ongoing controversy of IFN-γ secretion by Mϕ, IFN-γ transcription in response to AhR ligation was additionally proved by RT-qPCR, revealing AhR- and BaP-dependent transcription of *Ifng* (**Figure 4C**). This result implies IFN-γ synthesis in BMMs, that involves a BaP-triggered, non-canonical AhR-dependent mechanism. In turn, autocrine and paracrine activation of BMMs through IFN-γ may partly explain the gene expression profiles found in this study.

## 4 Discussion

This study complements and extends previous approaches elucidating the molecular mechanisms of AhR-mediated effects by means of (i) comparing *Ahr^+/+^* and *Ahr^-/-^* cells, (ii) comparing prototypic high-affinity and low-affinity ligands, and (iii) transcriptomics in combination with bioinformatic genomic analyses (37–39). The aim of the present study was, to identify potential differences in the global gene expression pattern of activated murine BMMs subsequently to exposure with high-affinity vs. low-affinity AhR ligands represented by BaP and I3C, respectively, by means of mRNA sequencing. As an *in-vitro* model well-established in our laboratory we utilized BMMs from *Ahr^-+/+^* and *Ahr^-/-^* C57BL/6 mice (11, 23). The latter do not possess any remaining AhR activity, and are therefore suitable to study AhR-dependent effects *in vivo* and *in vitro* (26). 

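For BMMs from *Ahr-/-* mice, *Ahrr* was counted but at a low level. It had 0.235 ± 0.0839 CPM (SD, n = 4) with DMSO, 0.184 ± 0.127 with BaP and 0.289 ± 0.191 with I3C at 3 h. The libraries held 2 to 6, 0 to 6 and 2 to 13 counts. At 20 h, it had 0.738 ± 0.0822, 0.911 ± 0.241 and 0.671 ± 0.199 CPM. Without hk *S*.E., it had 1.97 ± 0.186 CPM at 3 h and 2.78 ± 0.523 CPM at 20 h.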

For our *in-vitro* model, i.e., BMMs from *Ahr^-/-^* mice, functional AhR deficiency was confirmed by absent *Ahrr* expression upon incubation with AhR ligands (data not shown). BMMs were alternatively exposed to both AhR ligands, BaP or I3C, for 6 h prior to either 3- or 20-h activation through a *Salmonella* antigen preparation (i.e., hk *S*.E.), that comprises several PAMPs (i.e., LPS, flagellin, CpG, NOD1/2) and is therefore optimally suitable to stimulate different pattern recognition receptors. Using this approach, we intended to get new insights into ligand-specific molecular effects of latent AhR activation prior to an innate inflammatory response. This in turn should contribute to unravel the mechanism(s) of action how AhR activation may control acute and chronic inflammatory conditions in infection, cancer, or immune-mediated diseases as shown by many authors (38, 40–46).

In order to address the impact of the AhR ligand’s nature, that means high-affinity (i.e., BaP) vs. low-affinity (i.e., I3C) compound, on the AhR-dependent gene expression in Mϕ, we have identified and evaluated DEGs that are specifically expressed in response to either BaP or I3C and, in addition, DEGs that were significantly up- or downregulated by both types of AhR ligands. While the majority of AhR-dependently affected genes (885 DEGs) were found to be affected only by the high-affinity AhR ligand BaP, only 153 DEGs were influenced by the low-affinity AhR ligand I3C. Only a minority of 110 DEGs where affected by both AhR ligands, BaP and I3C. According to our expectations, this result confirmed a stronger influence of the high-affinity AhR ligand onto the functional activity of Mϕ. Interestingly, this result also reveals that high affinity of an AhR ligand is not sufficient to affect the entire potential repertoire of DEGs in Mϕ, suggesting that the individual chemical structure, and thus the individual binding mode in the AhR binding pocket seems to be a critical condition for modifying the expression of certain Mϕ genes.

We identified several DEGs, previously related to innate immunity, that possess known AHRE motifs, and thus are putatively under canonical AhR regulation. Among those genes are *Il21r*, *Spint1*, *Slpi*, *Irf1*, and *Ido2*, that were found to be expressionally activated by both ligands, BaP and I3C, in RNA-seq or RT-qPCR experiments. IL-21 inhibited LPS-induced expression of IL-1β, TNF-α, and IL-6 in peritoneal Mϕ, but not of IFN-γ, IL-10, CCL5, or CXCL2 via inhibiting the phosphorylation of ERK and translocation of NF-κB (47). Further, IL-21R-mediated signaling is involved in M2‐like Mϕ polarization by decreasing the expression of CD86, iNOS, and TLR4 and by increasing STAT3 phosphorylation that promotes the secretion of IL-10 by Mϕ (47–49). *Irf1* expression is regulated by IFN-γ and was previously shown to induce the expression of *Ido2* (50). AhR itself is required to induce *Ido2* expression, that encodes for an immunosuppressive enzyme that catabolizes tryptophan into the endogenous AhR ligand kynurenine. In turn, AhR-mediated increased IDO levels, either directly or indirectly via IRF-1, contribute to decreased innate immunogenicity as previously shown for DC and Mϕ (40, 50). To the best of our knowledge, no AhR-mediated function was previously described for the here observed *Slpi* expressional induction. However, SLPI was shown to inhibit IL-1β maturation in human monocytes further contributing to an AhR-mediated decreased proinflammatory phenotype (51). Interestingly, *Gsta3* and *Igf1r* both possess AHRE-motifs in their promotor regions and were previously shown to be either transcriptionally induced or functionally activated by AhR stimulation (37, 41). Here, we present an I3C-specific induction of *Gsta3* and contrary expressional regulation of *Igf1r*, implying either ligand-specific or further AhR-independent regulatory mechanisms to be involved. Additionally, DEGs not possessing any known AHRE were identified, including *Fcgr1* (encoding for the high-affinity IgG receptor FcγR1/CD64), *Cd84*, and *Il12rb1*. CD64-enriched CD11^+^/F4/80^+^ Mϕ have previously been detected in the peritoneal cavity of BaP-exposed mice in a systemic *Salmonella enterica* infection model (45). *Cd84* was linked to inhibition of IL-1β production contributing to declined proinflammatory effects (52). However, Wang et al. reported an I3C-mediated expressional repression for *Cd84* that was only observable in undifferentiated but not phorbol 12-myristate 13-acetate-induced differentiated THP-1 cells. Here, we point to a BaP-specific expressional induction of *Cd84* in BMMs, implying a species-, cell type- or differentiation state-specific regulation. *Il12rb1* was found to be expressionally activated by both ligands, BaP and I3C, in our study. The mature IL-12Rβ1 acts as subunit in both the IL-12 and IL-23 receptor complexes that bind the corresponding proinflammatory cytokines. IL12Rβ1 deficiency has been associated with childhood-onset and recurrence of salmonellosis, tuberculosis, and candidiasis indicating its role in the prevention of bacterial and fungal infection (53–56). However, to the best of our knowledge, no previous AhR-mediated regulation of *Il12rb1* has been described. It can be speculated, that IL12Rβ1 expression might represent a mechanism for autocrine or paracrine activation of Mϕ resulting in the activation of STAT4 via TYK2 and JAK2 and subsequently in the induction of IFN-γ production; this process might be supported by IL-18 (57).

Overall, we gained evidence, that AhR activation by both ligands, BaP and I3C, reduces proinflammatory effects in PAMP-activated Mϕ. This is in line with previous observations *in vitro* and *in vivo*. BaP seems to dampen acute proinflammatory responses by suppressing proinflammatory cytokines (e.g., IL-1β) but induce anti-inflammatory cytokines (e.g., IL-10), and thus prevent septic shock (11, 45). However, other studies reported increased levels of IL-1β production upon AhR ligand exposure, for example in the human synovial fibroblast cell line MH7A by 3-methylcholanthrene (58) or in the human monocyte cell line THP-1 in response to AhR activation by polychlorinated biphenyls (59). In fact, most studies focus on direct effects of AhR ligands on resting cells. Here, we investigated the modulation of gene expression in PAMP-activated Mϕ. Thus, different observations of IL-1β production rates might be related to activation state of the cell but also to the cell type or species differences. Nonetheless, BaP may also directly or indirectly exacerbate Th2-driven inflammatory responses by suppressing proinflammatory cytokines that induce Th1 responses, i.e., IL-12 (42–44). Another important immunoregulatory effect of BaP concerns to reciprocal regulation of IL-22 and IL-17, suggesting an impact of BaP on the homeostasis at epithelial barriers (60). Notably, these immunomodulatory effects of BaP occur preferentially at lower BaP doses. Previous studies found, that BaP represents a high-affinity ligand with a relative AhR ligand binding affinity of 617 nM (indicated as IC_50_ – competition of [^3^H]TCDD; for comparison: IC_50_ of TCDD and FICZ = 1 nM) while I3C possesses a very low relative binding affinity to AhR (IC_50_ = 26 mM) (61, 62). Moreover, Tagliabue et al. previously proofed, that ligand binding affinity and potency to stimulate AhR nuclear translocation/DNA binding were relatively well correlated (EC_50_) (61). Thus, the stronger effect of BaP in terms of the high number of affected genes found in our study might be due to its higher binding affinity and EC_50_ values compared to I3C, and thus to its higher relative concentration applied in this study. Although, I3C was used at a 10-fold higher concentration than BaP, its affinity to the AhR is estimated to be about 42,000-fold lower compared to BaP resulting in a dose advantage of factor 4,200 as applied for BaP. Given, that the BaP concentration of 1 µM applied in the present study is considered as “low-dose” from previous studies (11, 45), BaP may be seen as a highly potent immunoregulatory AhR ligand. However, genes that are affected either by BaP or I3C might reflect differential responses caused by the individual steric localization of an individual AhR ligand inside the binding cavity of the receptor, as can be presumed from docking studies using different AhR ligands (61) rather than determined by the affinity of the AhR ligand. Hence, further putative AhR ligands, e.g., quercetin (46), that combine non-toxic properties with higher affinities or different binding modes should be tested in future studies for their utilization in immunomodulatory therapies.

In addition to (i) the concentration and (ii) the individual chemical structure of an AhR ligand, the number of AhR-affected genes also critically depends (iii) on the duration of PRR-mediated Mϕ activation. Using a transcriptomics approach, the present study identified 18 times vs. 3 times more DEGs at 20 h vs. 3 h of activation for BaP or I3C, respectively. This implies an even stronger dependency of AhR-driven immunomodulation on the activation state of the Mϕ as already previously shown by our group by investigating the mRNA or protein expression of individual genes of interest using real-time RT-PCR or flow cytometry, respectively (11, 23). This underlines the value of applying untargeted analyses such as transcriptomics in screening approaches. However, the individual nature of the genes differentially regulated at 3 h vs. 20 h of activation revealed different clusters of genes, reflecting specific early or late occurring cellular processes. For example, genes of “Mitotic G2/M-transition checkpoint” were upregulated, whereas genes involved in “Translation elongation” were downregulated at 20 h compared to 3 h of PAMP-induced Mϕ activation. Furthermore, the chemical stability and metabolic turnover of the used ligands are crucial to affect gene expression, especially at different time scales. 

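Whether a ligand effect in *Ahr+/+* BMMs differs between 20 h and 3 h was also tested directly as an interaction of ligand and time point. For BaP, 0 genes passed, with 734 (5.05% of those tested) at an unadjusted p below 0.05, and 1 passed with the replicate number within genotype as a block. More passed for BaP with a block for the replicate number within genotype and time point (41) and in DESeq2 on the compared groups only (14). For I3C, 4 genes passed, all with a more negative effect at 20 h, with 342 (2.35%) at an unadjusted p below 0.05. Numbers were 7 with the block within genotype, 9 with that within genotype and time point and 5 in DESeq2 on the compared groups. For I3C, 0 passed in edgeR on the compared groups, with limma on the VST values and without the filter on low counts. Fewer than 4 passed with the series of library identifiers as a covariate. The DESeq2 fit per genotype with a replicate term, chosen after seeing the data, gave more genes than any of these for either ligand. The fits that each left out 1 library gave 0 to 3 genes for I3C, 0 for instance without the *Ahr+/+* DMSO library of replicate 1 at 3 h, and 0 for BaP.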

BaP is chemically inert and requires metabolic activity to be degraded (63). This is mainly achieved by CYP1A1 and NQO1 that were shown to be active in a variety of organoid cultures (64). In the present study, we did not observe an upregulation of *Cyp* expression and overall low expression rates of these main BaP-degrading enzymes. However, *Nqo1* was upregulated in expression by both ligands indicating only a limited degradation of BaP in the here used experimental setup. In contrast, I3C is chemically condensed to e.g., 3,3’-diindolylmethane (DIM) and 5,11-dihydroindolo-[3,2-b]carbazole (ICZ) at acidic conditions, that is mainly achieved in the stomach at *in-vivo* conditions (65). Those metabolites were shown to possess even higher affinity to AhR as I3C itself (62). However, we and others have clearly shown, that I3C induces AhR activation *in vitro* without acidification, likely through the convertion to diindolylmethane (DIM) (66). Although, I3C possesses very low affinity to the AhR it induces several genes via both the canonical and the non-canonical pathway as shown in our work but also by other authors. Thus, it might be anticipated, that the effects observed upon I3C exposure are based on AhR activation by I3C itself as well as its metabolites.

Independent of their nature as AhR ligands, both BaP and I3C affect other pathways and biological processes that are not mediated via the AhR. For instance, BaP was shown to increase TNF-α production in human primary macrophages via ERK1/2 and independent of AhR (67), whereas I3C directly binds to a variety of intracellular receptors, as reviewed previously (68). However, by including *Ahr^-/-^* controls into this study we only reported AhR-dependent effects.

Although multiple AhR-dependent effects were described in the last decades, the diverse modes of action are not yet completely understood. Early attempts applied experimental and *in silico* approaches to screen for canonical targets on whole genome scales. Several hundred putative targets were predicted for human, mouse and rat based on position weight matrices and similarity scores (69). Further, extensive longitudinal expression screening of BaP-exposed cells revealed 81 primary responding genes and more than 1,000 side or secondary effects (70). Those studies found that several transcriptional regulators possess AHRE motifs and primarily respond to AhR activation. Thus, a transcriptional cascade starting at AhR and accounting for multiple phenotypical effects depending on the cell type and activation state was previously proposed. Indeed, AHRE were identified by genome screening in the promotors of the transcription factors CEBP-β, NF-κB1, NF-κB2, NF-κB3, RelB, c-Rel, Jun, IRF-1, IRF-4, and STAT3 (71). Those transcription factors regulate the expression of cytokines in activated Mϕ and may account for the expressional activation of genes involved in the IFN and IL-6 production observed in this study. However, genome-wide screening for known AHRE motifs may not be sufficient as the presence of AhR binding motifs in promotor regions does not necessarily indicates its accessibility for an activated AhR complex, and thus transcriptional activation. Hence, such in-silico screening approaches should be accompanied with advanced bioinformatic approaches for sequence homologies and conservations across different species (72) or by experimental validation applying chromatin immunoprecipitation DNA sequencing (73) in future studies. In contrast to the above-mentioned studies, we did not focus to identify canonical AhR targets based on AHRE motif presence but excluded them to gain insights into non-canonical or secondary effects of AhR in the PRR-mediated Mϕ activation. Therefore, only DEGs not possessing any known AHRE were included for upstream regulator prediction and functional network analysis. Such bioinformatic modeling has previously successfully been applied to identify IRF-7 as a key regulator in LPS-mediated activation in human alveolar Mϕ via TLR4 (74).

Although non-AHRE possessing DEGs account for only a minority of all DEGs (< 20 %), one of the most notable results of the here presented approach concerns to the role of the production and signaling of interferons in the activation of Mϕ in innate immunity. We gained multiple evidence in AhR interference in the release of type I (i.e., IFN-α, IFN-β) and type 2 interferons (i.e., IFN-γ). As such, the genes of the IFN-α/β-inducing *Irf1* and *Cgas* were expressionally increased, whereas IRF3 and IRF7 were modeled to be activated from gene expression profiles upon BaP exposure. In sum, transcriptomics profiles pointed to an induced type I interferon production upon AhR activation as revealed from gene set enrichment analysis. The induction of IFN-α/β expression and secretion by Mϕ after PRR activation by bacterial PAMPs is a well-known concept (75, 76). Here, we propose further evidence of modulation of the type I interferon production through AhR activation. The production of IFN-γ by Mϕ has been a matter of debate until Munder and colleagues delivered convincing evidence that Mϕ are capable of producing IFN-γ in response to combined stimulation with IL-12 and IL-18 (77). Later, Schindler et al. demonstrated that IL-12/IL-18 induced IFN-γ production requires STAT4 signaling (78). It was previously shown that AhR activation modulated the IFN-γ production in Mϕ upon viral infection and autoimmune disease both *ex vivo* and *in vivo* (25, 79). Here, we confirmed an AhR- and ligand-dependent induction of *Ifng* expression by RT-qPCR. The finding that the *Ifng* gene does not possess any of the screened AHREs let assume that AhR ligands may trigger IFN-γ synthesis and secretion in Mϕ via a non-canonical AhR-dependent mechanism. Additionally, we provide evidence for induced autocrine/paracrine effects of the increased production of interferons. For instance, *Ifnar1* and *Ifnar2* were expressionally activated upon AhR activation. Subsequently, IFN-α/β but also IFN-γ signaling was modeled as upregulated based on gene set enrichment and upstream regulator analysis. This was, among others, based on expressional activation of *Iigp*, *Mx1*, *Trim30a*, *Casp1*, *Il12rb1*, *Lcp2*, *Ly6a*, and *Runx3*. None of these genes does possess any of the screened AHRE motifs implying a non-canonical or secondary, autocrine/paracrine interferon-driven effect. An AhR-dependent modulation of IFN-α signaling in antiviral immunity in Mϕ has previously been demonstrated and linked to IRF7 targeting by AhR interacting protein (AIP) (24, 80).

In conclusion, the here presented study extends the knowledge of molecular effects and mechanisms of AhR activation in the modulation of PAMP-induced Mϕ activation (**Figure 5**). More than 1,000 genes were identified to be modulated in an AhR- and ligand-dependent manner. The majority of those genes, such as *Il21r*, *Irf1*, *Spint1*, *Slpi*, and *Ido2* possess an AHRE motif, and thus represent putative canonical AhR targets. However, further key immune genes, e.g., *Il12rb1*, *Fcgr1*, and *Cd84* were induced upon AhR activation and do not possess an AHRE motif, indicating yet unknown non-canonical and secondary mechanisms to be involved. This study gained multiple evidence that an AhR-dependent expressional induction and autocrine/paracrine signaling of type I and type II interferons may contribute to the here described modulation of Mϕ activation. However, the majority of DEGs is only significantly affected by BaP, but high correlation of whole-genome expression patterns might point to affinity and concentration effects of the used ligands. Nonetheless, it cannot be excluded that the effects are due to different binding modes of BaP (rigid aromatic 5-ring structure) and I3C (smaller, more flexible indole structure) in the AhR’s ligand binding pocket. Evidence for different binding models has been delivered by Tagliabue et al. using computational modeling, among others (61). In particular, some DEGs, i.e., *Gsta3* and *Igf1r*, possess specific or even contrary modes of regulation. Both, yet unknown non-canonical and secondary mechanisms as well as ligand-specific induction of target genes indicate, that more in-depth study is needed to completely understand the molecular mechanisms of AhR signaling in order to be prospectively utilized in immunomodulatory therapies.

**Figure 5:**
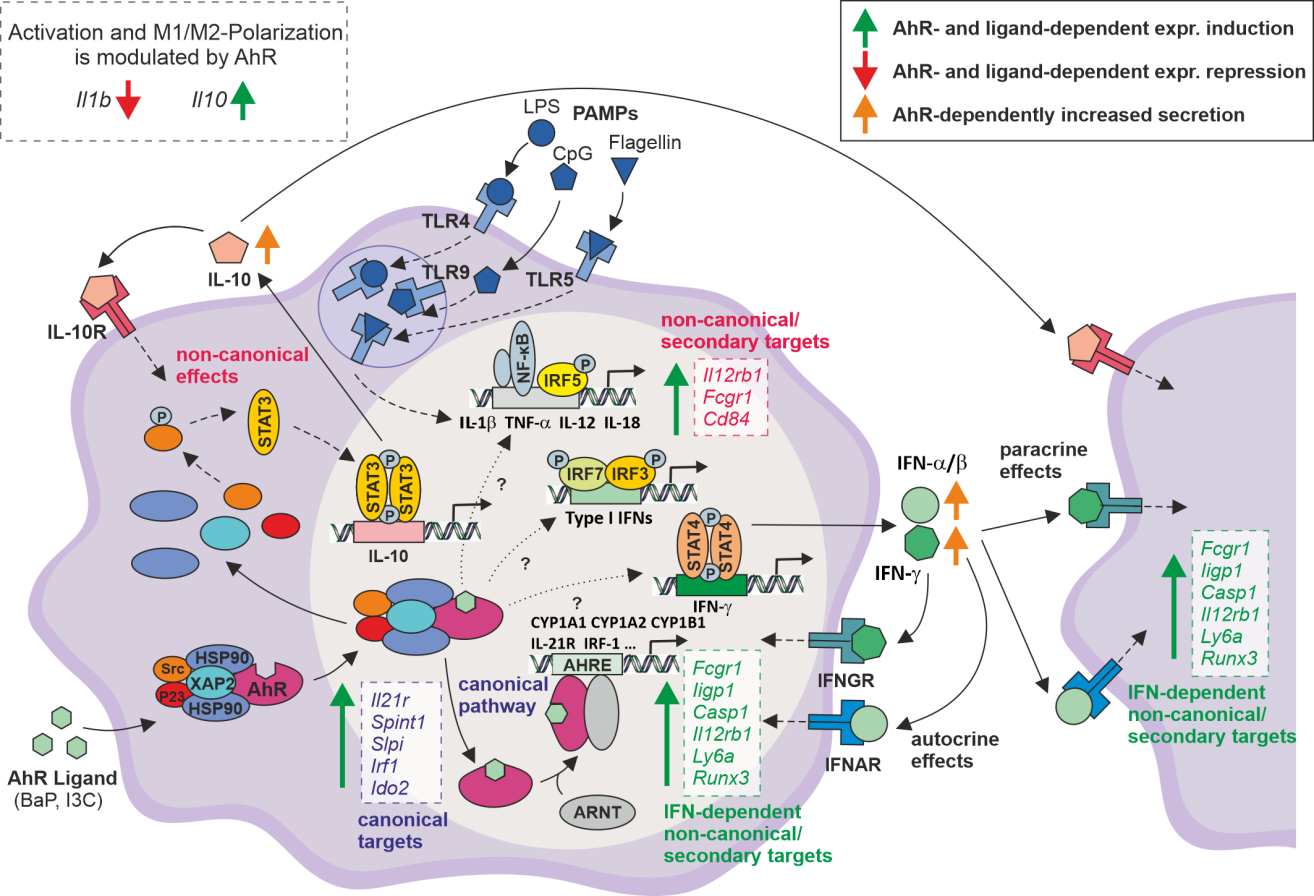
Proposed model for the modulation of PAMP-induced Mϕ activation through AhR ligand exposure. After entering the cytoplasm, AhR ligands such as BaP or I3C bind to a complex of several proteins, containing AhR, HSP90, XAP2, P23, and Src. AhR ligand binding induces a conformational change in this protein complex resulting in translocation of the whole complex into the nucleus where it is degraded to release the AhR molecule. Inside the nucleus, AhR associates with the Aryl hydrocarbon nuclear translocator (ARNT) and binds to the Aryl hydrocarbon response element (AHRE) in the promotor region of target genes, i.e., *Cyp1a1*, *Cyp1a2*, *Cyp1b1*, inducing their transcriptional activity (➪ canonical, genomic targets). This study confirms or suggest the expressional activation of several key immune genes, i.e., *Il21r*, *Irf1*, but also *Spint1*, *Slpi*, and *Ido2* as putative AHRE motif-possessing canonical targets. In the cytoplasm, the AhR complex included src tyrosine kinase phosphorylates STAT3 leading to its dimerization and nuclear translocation. In the nucleus STAT3 binds to a response element in the *Il10* promotor, and thus inducing IL-10 production (81). This is the most prominent non-canonical AhR-dependent pathway. If IL-10 is secreted, it exerts autocrine and paracrine anti-inflammatory effects, leading to the suppression of gene expression of proinflammatory cytokines, i.e., *Il1b*, *Tnfa*, *Il12a*/*b*. Further, this study suggests the AhR-dependent expressional induction of key immune genes for Mϕ activation, such as *Il12rb1*, *Fcgr1*, *Cd84*, that do possess an AHRE motif and thus, are regulated by non-canonical or secondary mechanisms. Of note, from several expressional profiles it is anticipated that the transcriptional activation of type I (IFN-α, IFN-β) and type II (IFN-γ) interferons is regulated by AhR via so far unknown molecular mechanisms possibly including both canonical and non-canonical pathways. Gene expressional profiles and bioinformatic approaches suggest an autocrine/paracrine effect of secreted interferons partly explaining the here presented results. Solid lines ⟹ known mechanisms covered in the figure; dashed lines ⟹ known mechanisms not covered in the figure; dotted line ⟹ unkown mechanisms. Boxes indicate genes expressionally induced in the study.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE223122 [GEO; (82)].

## Ethics statement

The animal study was reviewed and approved by Landesdirektion Sachsen Referat 25 Braustraße 2 04107 Leipzig.

## Author contributions

JL was the principle investigator, conceptualized and designed the study, interpreted the data, drafted and revised the manuscript. JS and JH contributed equally, designed the study, performed cell culture and validation experiments, analyzed and interpreted the data, created the figures, drafted the initial manuscript, and share first authorship. SR performed cell culture and RT-qPCR experiments, CB and DL performed RNA-seq experiments, whereas KR and CK analyzed RNA-seq data. JS and KR designed the computational screen for known AHRE motifs in promoter regions. JS conducted the AHRE motif discovery, analyzed and interpreted data. SR, CB, DL, KR and CK critically reviewed and revised the manuscript. UK and SK interpreted the data and critically reviewed and revised the manuscript. All authors approved the final manuscript and agree to be accountable for all aspects of the work. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Transcriptomic signatures reveal a shift towards an anti-inflammatory gene expression profile but also the induction of type I and type II interferon signaling networks through aryl hydrocarbon receptor activation in murine macrophages
**Source:** Front Immunol. 2023 May 23;14:1156493. doi: 10.3389/fimmu.2023.1156493
**Supplement:** Supplementary file 1

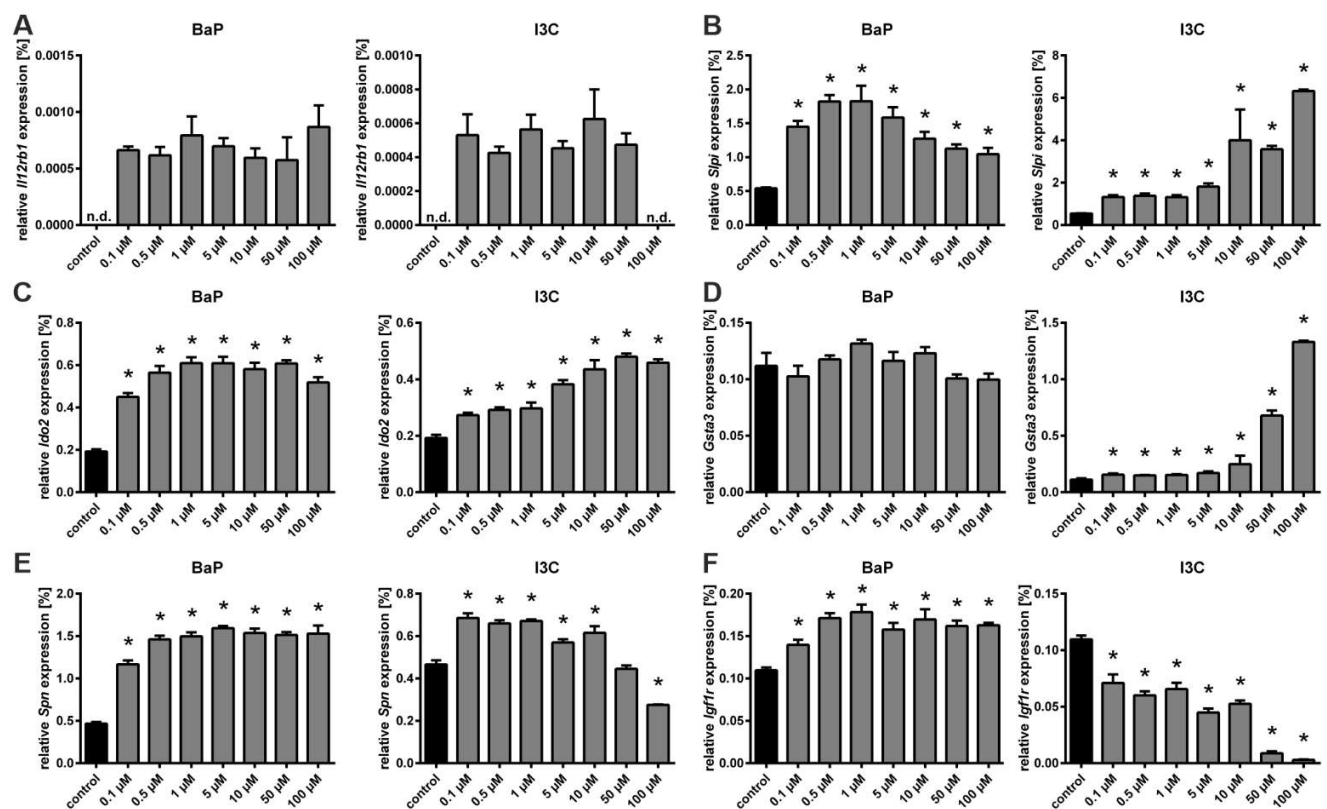

**Supplementary Figure 1.** BMMs from wild-type mice were treated with indicated concentrations of BaP and I3C, respectively, or DMSO as control for 6 h. Changes in gene transcription were assessed by real-time PCR after activation with hk-S.E. for 20 h. Relative *Il12rb1* (A), *Slpi* (B), *Ido2* (C), *Gsta3a* (D), *Spn* (E) and *Igf1r* (F) expression for BaP and I3C treatment. Data represent the mean of the relative expression  $\pm$  SEM after normalization with housekeeping genes *Alas1* and *Hprt* (n=4). \*  $p \leq 0.05$  indicates significant differences between treated and untreated cells.

# Supplementary material for: Transcriptomic signatures reveal a shift towards an anti-inflammatory gene expression profile but also the induction of type I and type II interferon signaling networks through aryl hydrocarbon receptor activation in murine macrophages
**Source:** Front Immunol. 2023 May 23;14:1156493. doi: 10.3389/fimmu.2023.1156493
**Supplement:** Supplementary file 2

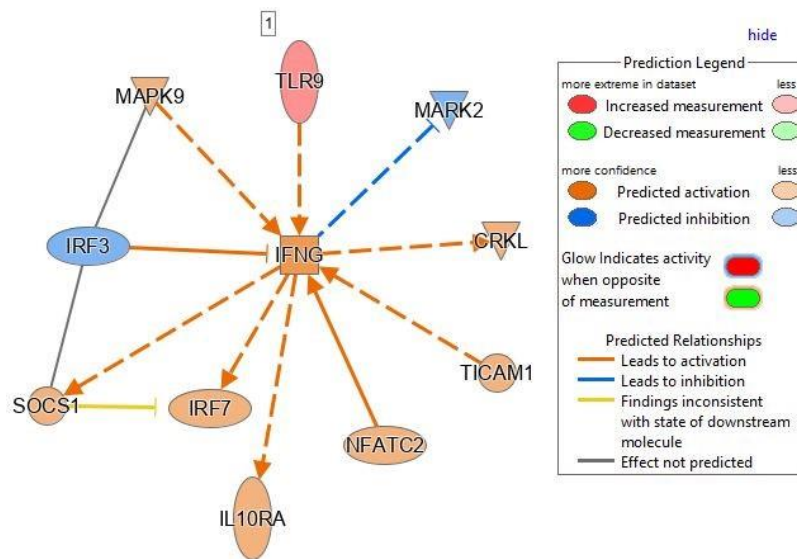

**Supplementary Figure 2.** Predicted upstream regulators of Ingenuity Pathway Analysis (IPA) were connected IFN- $\gamma$  -centric based on IPA knowledgebase. Upstream elements were subsequently connected by Path Explorer. Activity prediction tool revealed a consistent activation of IFN- $\gamma$  signalling.

# Supplementary material for: Transcriptomic signatures reveal a shift towards an anti-inflammatory gene expression profile but also the induction of type I and type II interferon signaling networks through aryl hydrocarbon receptor activation in murine macrophages
**Source:** Front Immunol. 2023 May 23;14:1156493. doi: 10.3389/fimmu.2023.1156493
**Supplement:** Supplementary file 5

**Supplementary table 3.** Statistics of correlation analyses using either all genes or only AhR dependently differential expressed genes (AhR-dep.) including Pearson's correlation coefficient ( $\rho$ ), number of observations ( $n$ ), calculated  $t$  and  $p$  values as well as linear regression formula and coefficient of determination ( $R^2$ ).

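The correlation coefficients of this table compare 2 sets of log2 fold changes gene by gene, so that n is a number of genes and not of mice or libraries. The t and p of the table follow from treating genes as independent observations. The regression formula gives the slope of the second set of log2 fold changes on the first, and R2 the share of the variation of the second set that the line accounts for. For the same comparisons, Spearman's rank correlation across the AhR-dependent DEGs of the edgeR fit was 0.821 between 3 h and 20 h for BaP and 0.765 for I3C. It was 0.415 at 3 h and 0.386 at 20 h between BaP and I3C.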

| Figure reference      | correlation                | genes set | $\rho$ | $n$   | $t$   | $p$                     | linear regression formula | $R^2$    |
|-----------------------|----------------------------|-----------|--------|-------|-------|-------------------------|---------------------------|----------|
| Fig. 2B (upper panel) | BaP 3h p.a. ~ BaP 20h p.a. | all       | 0.07   | 14549 | 8.89  | $< 2.2 \times 10^{-16}$ | $y = 0.09x + 0.01$        | $< 0.01$ |
| Fig. 2B (upper panel) | BaP 3h p.a. ~ BaP 20h p.a. | AhR-dep.  | 0.44   | 975   | 15.24 | $< 2.2 \times 10^{-16}$ | $y = 0.84x + 0.06$        | 0.19     |
| Fig. 2B (lower panel) | I3C 3h p.a. ~ I3C 20h p.a. | all       | 0.34   | 14549 | 43.62 | $< 2.2 \times 10^{-16}$ | $y = 0.30x - 0.03$        | 0.12     |
| Fig. 2B (lower panel) | I3C 3h p.a. ~ I3C 20h p.a. | AhR-dep.  | 0.83   | 240   | 23.31 | $< 2.2 \times 10^{-16}$ | $y = 0.94x + 0.00$        | 0.70     |
| Fig. 2C (left panel)  | BaP 3h p.a ~ I3C 3h p.a.   | all       | 0.44   | 14549 | 59.06 | $< 2.2 \times 10^{-16}$ | $y = 0.09x + 0.01$        | 0.19     |
| Fig. 2C (left panel)  | BaP 3h p.a ~ I3C 3h p.a.   | AhR-dep.  | 0.79   | 83    | 11.77 | $< 2.2 \times 10^{-16}$ | $y = 1.35x - 0.90$        | 0.63     |
| Fig. 2C (right panel) | BaP 20h p.a ~ I3C 20h p.a. | all       | 0.49   | 14549 | 68.32 | $< 2.2 \times 10^{-16}$ | $y = 0.56x - 0.04$        | 0.27     |
| Fig. 2C (right panel) | BaP 20h p.a ~ I3C 20h p.a. | AhR-dep.  | 0.68   | 1070  | 30.21 | $< 2.2 \times 10^{-16}$ | $y = 0.69x - 0.08$        | 0.49     |

How the deposited data were processed for this re-analysis (not part of the article)

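The 64 libraries are RNA of bone marrow-derived macrophages of *Ahr+/+* and *Ahr-/-* mice, 4 libraries in each of 16 groups, activated with hk *S*.E. after DMSO, BaP or I3C, or left unactivated after DMSO, at 3 h or 20 h. The authors made the deposited counts by trimming the reads, aligning them with HISAT2 and counting read pairs per gene with htseq-count, without normalization. The log2 values (VST) were made by the authors with the variance-stabilizing transformation of DESeq2 from these counts, as deposited. Each count file ends with 5 entries that name no gene, which were left out of library sizes and tests. Over the libraries, 3.41% to 5.92% of read pairs lay on no gene, 12.4% to 15.8% aligned to several places, 1.06% to 1.61% were ambiguous between genes, 0.831% to 5.63% were of low quality and 0.350% to 0.853% were not aligned. Libraries hold 12152496 to 233047331 counts on genes, with a median of 24499165.

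Counts were analysed in R 4.3.3 with edgeR 4.0.16. Of 55487 genes, 14537 passed filterByExpr with a min.count of 10, and 14535 of these have a position in the annotation used, GENCODE M21 on GRCm38, where the authors used M22 on the same build. Libraries were TMM-normalized and fitted with a quasi-likelihood model of 16 group means, with 48 residual and 5.06 prior degrees of freedom. Log2 CPM used a prior count of 2. Comparisons were ligand against DMSO in each genotype at each time point, BaP against I3C in *Ahr+/+* BMMs, ligand by genotype, ligand by time, hk *S*.E. against unactivated, and *Ahr-/-* against *Ahr+/+* BMMs, with Benjamini-Hochberg adjustment over the genes of a comparison and a threshold of 0.01. AhR-dependent genes were those called in exactly 1 genotype. The paper's methods also exclude genes that are DEGs without ligand, a step left out of these counts, and an alternative that left out the genes that differ between the genotypes after DMSO gave 64 AhR-dependent genes in place of 99. Correlations and slopes used the log2 fold changes of this fit.

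Gene sets were tested with camera of limma 3.58.1 on Reactome terms read with fgsea 1.28.0 and on lists of genes written before the data were examined, which are AhR targets, interferon-stimulated genes, antigen presentation, chaperones, sterol synthesis, cytosolic ribosomal proteins and the unfolded protein and amino acid response. At 20 h, the median log2 fold change with BaP and with I3C was -0.03 and 0.05 for sterol synthesis, -0.11 and -0.04 for the unfolded protein and amino acid response, and 0.07 and 0.03 for antigen presentation. The genes named are those the paper names in its results text, Table 3 or Figure 4A, *Ahr*, *Ifng* and the *Cyp1* genes, and in each comparison of a ligand with DMSO in *Ahr+/+* BMMs the 5 called genes with the largest absolute log2 fold change whose 4 ligand libraries all lie on the same side of all 4 DMSO libraries. Genes named beyond this rule are those of the tests by genotype and by time and around *Ahr*, and they were chosen after their values were seen.

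The paper's methods give 4 mice per genotype, and the replicate numbers of the libraries were taken as these mice. As a check of this pairing, deviations from group means of same-numbered libraries with and without ligand correlated between 0.252 and 0.643 in *Ahr-/-* and between 0.0668 and 0.255 in *Ahr+/+* BMMs, where 10 of 16 pairs lay above 0.1 against 16 of 16. Alternatives were DESeq2 1.42.0 on all libraries and on the groups compared, edgeR on the groups compared, other size factors, filters and thresholds, limma on the VST values, replicate blocks, the series of library identifiers as a covariate, and leaving out each library. A DESeq2 fit per genotype with a replicate term was added after the data were seen, and so was the rule that a direction counts as changed only where the unadjusted p was below 0.32.

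The tests were tested on simulated data with 200 changed genes, of which edgeR called 139 (69.5%) with 0 false calls. With the replicate block, edgeR called 151 with 1 false call, and DESeq2 on the compared groups called 150 with 12. Every simulated change was an absolute log2 fold change of 1 or more, and differences between mice were given to only a part of the genes. These shares therefore do not hold for smaller changes and do not show what the block gains in the real data. With no gene changed, edgeR called 0. The camera test called 1 of 1 raised set and 0 of 100 unchanged sets. Genes were simulated independently and the unchanged sets drawn at random, so that this does not test the preset correlation on co-expressed genes. In the real libraries, other divisions for BaP at 20 h passed a median of 9.5 sets, beside 15 in the real division. The search for AhR response elements, the upstream regulator analysis, RT-qPCR and ELISA values and the MSigDB collections were not analysed here, because the genome sequence, the tools or the values behind them were not used.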

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

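The tests of DNA around *Ahr*, of the identifier series and of the genotype labels were chosen only after the results were seen, and the other tests of this part were not. Results are listed here because a library lay far from the other 3 of its group, because an effect differed between genotypes or time points, or because the paper did not report on the comparison. WT stands for *Ahr+/+* and KO for *Ahr-/-*.

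Among 176 groups of 4 libraries tested for a library far from the others, 10 had such a library, where chance alone would give 8.8 (5%). Total counts were 30760778 in WT 3 h unactivated replicate 2 (others 15678717 to 16985370), 233047331 in WT 20 h unactivated replicate 4 (others 21347014 to 24423183) and 44852953 in KO 20 h I3C replicate 4 (others 24204673 to 26799038). Genes with counts numbered 15860 in KO 3 h I3C replicate 1 (others 16744 to 16821) and 18797 in KO 20 h DMSO replicate 4 (others 17243 to 17497). The share of read pairs on no gene was 5.92% in KO 3 h DMSO replicate 1 (others 4.97% to 5.13%), and the assigned share was 78.0% in WT 3 h I3C replicate 3 (others 79.7% to 79.97%).

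In single genes, *Ahrr* had 0.346 CPM in WT 3 h DMSO replicate 3 (others 0.562 to 0.582), *Nqo1* 1.54 in KO 20 h BaP replicate 2 (others 1.94 to 1.99) and *Il10* 22.3 in WT 3 h BaP replicate 2 (others 11.0 to 12.3). Without the latter library, the log2 fold change of *Il10* with BaP at 3 h was 0.07 instead of 0.37. That fit kept the DMSO library of the same number, which was also the highest of its group (16.1 CPM). The *Ahrr* group held 5 to 10 counts per library, and no biological explanation for a single library was tested.

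The deepest library holds 233047331 counts, and TMM normalization scales libraries to their totals. Without it, 8034 genes differed between WT BMMs with and without hk *S*.E. at 20 h, beside 8520 with it, so that this library alone is not behind the count.

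Effects that differed between groups by a test of the difference were those of *Ahrr* (3.69) and *Arl4c* (0.97) with BaP at 3 h between WT and KO, and of *Cmss1* (-1.38), *Gmds* (-1.46), *Slc39a11* (-0.65) and *Smyd3* (-1.15) with I3C in WT between 3 h and 20 h, all as differences of log2 fold changes with an adjusted p below 0.01 from edgeR's quasi-likelihood test. For the comparison by genotype, 12 of 16 fits without a single library lost a call, always that of *Arl4c* (adjusted p up to 0.126, edgeR), and *Ahrr* was called in all 16. For the 4 genes by time, a single library was enough to lose a call in all 16 fits, *Cmss1* in 16, *Gmds* in 13, *Slc39a11* in 15 and *Smyd3* in 14, where the highest adjusted p values from edgeR were 0.0481, 0.0481, 0.0563 and 0.0549. The cause of the change with time was not tested. In the same order, these genes span 304865, 519162, 405227 and 566082 bp. A response of *Ahrr* through AhR is the biological explanation the design offers for its difference. For *Arl4c*, whose difference stayed between 0.80 and 1.07 without any single library, such a response is a hypothesis.

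Exchanging libraries between the groups compared gave as many genes in 2 of the 35 divisions for BaP by genotype at 3 h, where the other division, which sets replicates 1 and 2 of both treatments against 3 and 4, called 550, and in 1 of 35, the real division, for I3C by time. Among the 8 divisions that part each pair of libraries of a mouse, the highest other count was 0 for both. No gene passed for BaP by genotype at 20 h (679 at an unadjusted p below 0.05), I3C by genotype at 3 h (241) and 20 h (287) and BaP by time (734), which 35 of 35 divisions match by necessity. The numbers in brackets are 4.67%, 1.66%, 1.97% and 5.05% of the genes tested, and none is clearly above the share of 0.05 expected by chance. Differences between mice stay in the spread without a block and can lower these shares, so that they do not show an absence of interactions. These counts of 0 rest on the model without a block. With the replicate block within genotype, they were 26, 0, 4 and 1, and with the replicate block within genotype and time 96, 0, 8 and 41, in the same order, for which no other divisions were run.

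The paper's text gives no gene counts for activation without ligand. With hk *S*.E. and DMSO against unactivated BMMs, 8222 genes in WT and 8330 in KO differed at 3 h and 8520 and 7898 at 20 h. As many genes were called in 1 of 35 divisions, the real one, in each of these 4 comparisons. The design gives activation by hk *S*.E. as a biological explanation. In WT at 20 h, the deepest library does not replace it, since leaving this library out left a count of 8034. For the other comparisons, no such test of depth was made. *Ahr* itself rose with hk *S*.E. by a log2 fold change of 1.11 and 1.79 in WT and 0.95 and 1.75 in KO at 3 h and 20 h, and *Ahrr* changed by -2.62, 0.11, -3.04 and -1.92.

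KO and WT BMMs after DMSO and hk *S*.E. differed in 411 genes at 3 h and 1811 at 20 h, in 1 of 35 divisions each, with 104 as the highest count of another division at 20 h. Without KO 3 h DMSO replicate 2, the 3 h count was 122. The libraries fall into series of identifiers. A difference between series that is alike in all groups is argued against as the whole cause of the 20 h count, which was 493 with the identifier series as covariate. For the series compared at 20 h, this term is estimated from unactivated BMMs only. These include KO 3 h unactivated replicate 1, which deviates from the libraries of its number, so that the test says nothing of a series difference in activated BMMs alone. A difference between library series in the groups compared alone cannot be told apart from the genotype at 20 h, since 0 of the 4 WT libraries are of the series of the 4 KO libraries. Of 53 genes tested within 10 Mb of *Ahr*, 5 (9.43%) differed at 3 h against 2.80% elsewhere (odds ratio 3.62, p = 0.0165 from Fisher's exact test), which is what DNA of another strain kept around the targeted gene would give, while an effect of AhR loss on neighbouring genes was not tested. At 20 h, it was 9 of 53 (17.0%) against 12.4% (odds ratio 1.44, p = 0.298, Fisher's exact test), and donor strain DNA cannot be told apart from the common rate there. *Ahr* itself was left out of these 53 genes, and its counts were higher in KO. Exchanged genotype labels would need *Ahrr* to rise with BaP in the libraries labelled KO, where its log2 fold change at 3 h was -0.33.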

How the results depend on the processing

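The alternatives were set before the data were examined, except for DESeq2 per genotype with replicate block, which was chosen after seeing the data and after setting its standard errors beside those of the supplementary tables, and except for the tests by the other divisions of the libraries of gene sets. In this part, WT stands for *Ahr+/+* and KO for *Ahr-/-*, comparisons are written as ligand against DMSO, genotype and time point, and numbers are of genes with an adjusted p below 0.01 unless a correlation is named. No alternative reversed the direction of a named result where the unadjusted p was below 0.32 in both fits, a rule chosen after the data were seen. Apart from leaving out libraries, the calls of *Ahrr* in WT, and of *Mmp8*, *Spint1* and *Mmp27* in WT at 20 h, remained under each alternative that tested the gene.

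With the replicate block within genotype, which takes libraries of the same number as paired, counts rose. Numbers were 13 (BaP against DMSO, WT, 3 h), 271 (BaP against DMSO, WT, 20 h), 4 (BaP against DMSO, KO, 20 h), 57 (I3C against DMSO, WT, 3 h), 20 (I3C against DMSO, KO, 3 h) and 147 (I3C against DMSO, WT, 20 h). Values were 66 (I3C against DMSO, KO, 20 h), 26 (BaP by genotype, 20 h), 4 (I3C by genotype, 20 h), 77 (BaP against I3C, WT, 20 h), 1 (BaP by time, WT) and 7 (I3C by time, WT). This gave 384 (AhR-dependent genes), 19 (AhR-dependent genes, BaP 3 h), 269 (AhR-dependent genes, BaP 20 h), 43 (AhR-dependent genes, I3C 3 h), 113 (AhR-dependent genes, I3C 20 h) and 32 (AhR-dependent, both ligands). Also changed were 244 (AhR-dependent, BaP only), 108 (AhR-dependent, I3C only), 33 (AhR-dependent, 3 h only), 328 (AhR-dependent, 20 h only), 13 (AhR-dependent genes called in WT, BaP 3 h) and 268 (AhR-dependent genes called in WT, BaP 20 h). Further values were 40 (AhR-dependent genes called in WT, I3C 3 h), 97 (AhR-dependent genes called in WT, I3C 20 h) and 425 (called in any of the 8 comparisons). Among 440 values of named genes, 0 lost and 24 gained a call. Genes that gained a call were *Ccl3*, *Lcp2*, *Nqo1*, *Il21r*, *Ido2*, *Cd84*, *Pilra*, *Ly6a*, *Eepd1* and *Arl4c* (BaP against DMSO, WT, 20 h), then *Nqo1*, *Mmp8*, *Spint1*, *Eepd1* and *Gm16335* (I3C against DMSO, WT, 3 h), then *Nqo1*, *Igf1r*, *Ly6a* and *Arl4c* (I3C against DMSO, WT, 20 h), then *Mmp8* (BaP against DMSO, WT, 3 h), then *Gm14044*, *Rpl21-ps6* and *Gm16335* (I3C against DMSO, KO, 3 h), then *Gm7823* (I3C against DMSO, KO, 20 h). Of 208 gene set tests, 11 gained a call, which were Toll-Like Receptors Cascades (BaP against DMSO, WT, 20 h), antigen presentation (BaP against DMSO, WT, 20 h), cytosolic ribosomal proteins (I3C against DMSO, WT, 3 h), antigen presentation (I3C against DMSO, WT, 3 h), chaperones (BaP against I3C, WT, 3 h), Phase II conjugation (BaP against I3C, WT, 20 h), Cholesterol biosynthesis (BaP against I3C, WT, 20 h), interferon-stimulated genes (BaP against I3C, WT, 20 h), sterol synthesis (BaP against I3C, WT, 20 h), Interferon Signaling (BaP by time, WT) and Interferon gamma signaling (BaP by time, WT). Among these 440 values and 208 tests, the block changed no other call. The block removes differences between mice from the residual spread.

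The replicate block within genotype and time raised counts further. Numbers were 22 (BaP against DMSO, WT, 3 h), 16 (BaP against DMSO, KO, 3 h), 619 (BaP against DMSO, WT, 20 h), 5 (BaP against DMSO, KO, 20 h), 69 (I3C against DMSO, WT, 3 h) and 33 (I3C against DMSO, KO, 3 h). Values were 195 (I3C against DMSO, WT, 20 h), 82 (I3C against DMSO, KO, 20 h), 4 (BaP by genotype, 3 h), 96 (BaP by genotype, 20 h), 8 (I3C by genotype, 20 h) and 33 (BaP against I3C, WT, 3 h). This gave 130 (BaP against I3C, WT, 20 h), 41 (BaP by time, WT), 9 (I3C by time, WT), 751 (AhR-dependent genes), 38 (AhR-dependent genes, BaP 3 h) and 616 (AhR-dependent genes, BaP 20 h). Also changed were 54 (AhR-dependent genes, I3C 3 h), 151 (AhR-dependent genes, I3C 20 h), 67 (AhR-dependent, both ligands), 563 (AhR-dependent, BaP only), 121 (AhR-dependent, I3C only) and 47 (AhR-dependent, 3 h only). Further values were 668 (AhR-dependent, 20 h only), 22 (AhR-dependent genes called in WT, BaP 3 h), 615 (AhR-dependent genes called in WT, BaP 20 h), 45 (AhR-dependent genes called in WT, I3C 3 h), 132 (AhR-dependent genes called in WT, I3C 20 h) and 803 (called in any of the 8 comparisons). Calls were lost for 0 and gained for 39 of 440 values of named genes. The cause was not tested.

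DESeq2 per genotype with replicate block was chosen after seeing the data, and its independent filtering at the default alpha of 0.1 was taken after the count for BaP had been set beside the published count. Numbers were 33 (BaP against DMSO, WT, 3 h), 21 (BaP against DMSO, KO, 3 h), 972 (BaP against DMSO, WT, 20 h), 14 (BaP against DMSO, KO, 20 h), 96 (I3C against DMSO, WT, 3 h) and 43 (I3C against DMSO, KO, 3 h). Values were 264 (I3C against DMSO, WT, 20 h), 79 (I3C against DMSO, KO, 20 h), 56 (BaP against I3C, WT, 3 h), 183 (BaP against I3C, WT, 20 h), 164 (BaP by time, WT) and 14 (I3C by time, WT). This gave 1152 (AhR-dependent genes), 54 (AhR-dependent genes, BaP 3 h), 972 (AhR-dependent genes, BaP 20 h), 73 (AhR-dependent genes, I3C 3 h), 225 (AhR-dependent genes, I3C 20 h) and 110 (AhR-dependent, both ligands). Also changed were 885 (AhR-dependent, BaP only), 157 (AhR-dependent, I3C only), 53 (AhR-dependent, 3 h only), 1040 (AhR-dependent, 20 h only), 33 (AhR-dependent genes called in WT, BaP 3 h) and 965 (AhR-dependent genes called in WT, BaP 20 h). Further values were 63 (AhR-dependent genes called in WT, I3C 3 h), 205 (AhR-dependent genes called in WT, I3C 20 h), 1201 (called in any of the 8 comparisons), 0.523 (correlation, BaP 3 h and BaP 20 h, AhR-dependent genes), 0.340 (correlation, I3C 3 h and I3C 20 h, all genes) and 0.814 (correlation, I3C 3 h and I3C 20 h, AhR-dependent genes). It also gave 0.440 (correlation, BaP 3 h and I3C 3 h, all genes) and 0.656 (correlation, BaP 20 h and I3C 20 h, AhR-dependent genes). Among 440 values of named genes, 0 lost and 62 gained a call. The fit gave the log2 fold changes of the 1998 published entries at hand to within 6.80e-06 and their standard errors to within a relative difference of 3.3e-05.

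DESeq2, all libraries, gave more calls than edgeR. Numbers were 10 (BaP against DMSO, KO, 3 h), 90 (BaP against DMSO, WT, 20 h), 5 (BaP against DMSO, KO, 20 h), 44 (I3C against DMSO, WT, 3 h), 18 (I3C against DMSO, KO, 3 h) and 15 (BaP by genotype, 20 h). Values were 2 (I3C by genotype, 20 h), 28 (BaP against I3C, WT, 3 h), 2 (BaP by time, WT), 186 (AhR-dependent genes), 19 (AhR-dependent genes, BaP 3 h) and 87 (AhR-dependent genes, BaP 20 h). This gave 32 (AhR-dependent genes, I3C 3 h), 87 (AhR-dependent genes, I3C 20 h), 13 (AhR-dependent, both ligands), 84 (AhR-dependent, BaP only), 89 (AhR-dependent, I3C only) and 138 (AhR-dependent, 20 h only). Also changed were 86 (AhR-dependent genes called in WT, BaP 20 h), 29 (AhR-dependent genes called in WT, I3C 3 h), 77 (AhR-dependent genes called in WT, I3C 20 h), 215 (called in any of the 8 comparisons) and 0.330 (correlation, I3C 3 h and I3C 20 h, all genes). Calls were lost for 1 and gained for 11 of 440 values of named genes. The cause was not tested.

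DESeq2, compared groups only, estimates the spread from the libraries compared. Numbers were 26 (BaP against DMSO, WT, 3 h), 19 (BaP against DMSO, KO, 3 h), 199 (BaP against DMSO, WT, 20 h), 8 (BaP against DMSO, KO, 20 h), 104 (I3C against DMSO, WT, 3 h) and 31 (I3C against DMSO, KO, 3 h). Values were 145 (I3C against DMSO, WT, 20 h), 13 (BaP by genotype, 20 h), 3 (I3C by genotype, 20 h), 52 (BaP against I3C, WT, 3 h), 73 (BaP against I3C, WT, 20 h) and 14 (BaP by time, WT). This gave 359 (AhR-dependent genes), 45 (AhR-dependent genes, BaP 3 h), 199 (AhR-dependent genes, BaP 20 h), 77 (AhR-dependent genes, I3C 3 h), 144 (AhR-dependent genes, I3C 20 h) and 52 (AhR-dependent, both ligands). Also changed were 172 (AhR-dependent, BaP only), 135 (AhR-dependent, I3C only), 59 (AhR-dependent, 3 h only), 249 (AhR-dependent, 20 h only), 26 (AhR-dependent genes called in WT, BaP 3 h) and 195 (AhR-dependent genes called in WT, BaP 20 h). Further values were 75 (AhR-dependent genes called in WT, I3C 3 h), 125 (AhR-dependent genes called in WT, I3C 20 h) and 378 (called in any of the 8 comparisons). Among 440 values of named genes, 5 lost and 24 gained a call. On simulated data, this fit made 12 false calls beside 150 right ones, a share of 7.41%, where edgeR on all libraries made 0 beside 139.

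In edgeR, compared groups only, the residual spread rests on fewer libraries. Numbers were 3 (BaP against DMSO, WT, 3 h), 2 (BaP against DMSO, KO, 3 h), 0 (BaP against DMSO, KO, 20 h), 63 (I3C against DMSO, WT, 3 h), 0 (I3C against DMSO, KO, 3 h) and 46 (I3C against DMSO, WT, 20 h). Values were 0 (I3C against DMSO, KO, 20 h), 0 (BaP by genotype, 3 h), 25 (BaP against I3C, WT, 3 h), 20 (BaP against I3C, WT, 20 h), 2 (BaP by time, WT) and 0 (I3C by time, WT). This gave 58 (KO against WT, DMSO and hkSE, 3 h), 532 (KO against WT, DMSO and hkSE, 20 h), 5 (AhR-dependent genes, BaP 3 h), 63 (AhR-dependent genes, I3C 3 h), 10 (AhR-dependent, both ligands) and 17 (AhR-dependent, BaP only). Also changed were 43 (AhR-dependent, 3 h only), 38 (AhR-dependent, 20 h only), 3 (AhR-dependent genes called in WT, BaP 3 h) and 63 (AhR-dependent genes called in WT, I3C 3 h). Calls were lost for 19 and gained for 3 of 440 values of named genes. The cause was not tested.

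A threshold of 0.05 for the adjusted p raised counts by construction. Numbers were 8 (BaP against DMSO, KO, 3 h), 101 (BaP against DMSO, WT, 20 h), 5 (BaP against DMSO, KO, 20 h), 64 (I3C against DMSO, WT, 3 h), 24 (I3C against DMSO, KO, 3 h) and 124 (I3C against DMSO, WT, 20 h). Values were 51 (I3C against DMSO, KO, 20 h), 4 (BaP by genotype, 20 h), 2 (I3C by genotype, 20 h), 32 (BaP against I3C, WT, 3 h), 86 (BaP against I3C, WT, 20 h) and 2 (BaP by time, WT). This gave 903 (KO against WT, DMSO and hkSE, 3 h), 2931 (KO against WT, DMSO and hkSE, 20 h), 221 (AhR-dependent genes), 17 (AhR-dependent genes, BaP 3 h), 98 (AhR-dependent genes, BaP 20 h) and 48 (AhR-dependent genes, I3C 3 h). Also changed were 99 (AhR-dependent genes, I3C 20 h), 16 (AhR-dependent, both ligands), 92 (AhR-dependent, BaP only), 113 (AhR-dependent, I3C only), 39 (AhR-dependent, 3 h only) and 159 (AhR-dependent, 20 h only). Further values were 97 (AhR-dependent genes called in WT, BaP 20 h), 44 (AhR-dependent genes called in WT, I3C 3 h), 86 (AhR-dependent genes called in WT, I3C 20 h) and 257 (called in any of the 8 comparisons). Among 440 values of named genes, 0 lost and 12 gained a call.

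With at least 10 counts in every library, fewer genes were tested and low-count genes such as *Ahrr* dropped out. Numbers were 1 (BaP against DMSO, KO, 3 h), 1 (BaP against DMSO, KO, 20 h), 6 (I3C against DMSO, WT, 3 h), 38 (I3C against DMSO, WT, 20 h), 14 (I3C against DMSO, KO, 20 h) and 0 (BaP by genotype, 3 h). Values were 4 (BaP against I3C, WT, 3 h), 27 (BaP against I3C, WT, 20 h), 6 (AhR-dependent genes, BaP 3 h), 4 (AhR-dependent genes, I3C 3 h), 28 (AhR-dependent genes, I3C 20 h) and 26 (AhR-dependent, I3C only). This gave 7 (AhR-dependent, 3 h only), 4 (AhR-dependent genes called in WT, I3C 3 h) and 26 (AhR-dependent genes called in WT, I3C 20 h). Calls were lost for 2 and gained for 0 of 313 values of named genes.

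With limma on the authors' VST values, some counts rose and others fell. Numbers were 0 (BaP against DMSO, KO, 20 h), 61 (I3C against DMSO, WT, 3 h), 7 (I3C against DMSO, KO, 3 h), 43 (I3C against DMSO, WT, 20 h), 14 (I3C against DMSO, KO, 20 h) and 3 (BaP by genotype, 20 h). Values were 3 (I3C by genotype, 20 h), 44 (BaP against I3C, WT, 3 h), 26 (BaP against I3C, WT, 20 h), 0 (I3C by time, WT), 54 (AhR-dependent genes, I3C 3 h) and 35 (AhR-dependent genes, I3C 20 h). This gave 56 (AhR-dependent, 3 h only), 54 (AhR-dependent genes called in WT, I3C 3 h) and 32 (AhR-dependent genes called in WT, I3C 20 h). Among 441 values of named genes, 8 lost and 4 gained a call. The cause was not tested.

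With no low-count filter, more genes were tested. Numbers were 21 (BaP against DMSO, WT, 20 h), 1 (BaP by genotype, 3 h), 0 (I3C by time, WT), 19 (AhR-dependent genes, BaP 20 h), 21 (AhR-dependent, BaP only) and 19 (AhR-dependent genes called in WT, BaP 20 h). Calls were lost for 3 and gained for 1 of 441 values of named genes. The cause was not tested.

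The identifier series as covariate lowered the comparisons between genotypes, with which it is confounded in part, and fully in the comparison of KO and WT at 20 h. Numbers were 2 (I3C by time, WT), 208 (KO against WT, DMSO and hkSE, 3 h) and 493 (KO against WT, DMSO and hkSE, 20 h). Among 440 values of named genes, 3 lost and 1 gained a call.

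Leaving out genes that differ between KO and WT without ligand lowered the AhR-dependent counts by construction. Numbers were 64 (AhR-dependent genes), 9 (AhR-dependent genes, BaP 20 h), 2 (AhR-dependent, both ligands), 15 (AhR-dependent, BaP only) and 41 (AhR-dependent, 20 h only). 

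AhR-dependent genes defined as called in WT and by genotype, with an interaction below the threshold, were fewer. Numbers were 2 (AhR-dependent genes), 2 (AhR-dependent genes, BaP 3 h), 0 (AhR-dependent genes, BaP 20 h), 0 (AhR-dependent genes, I3C 3 h), 0 (AhR-dependent genes, I3C 20 h) and 0 (AhR-dependent, both ligands). Values were 2 (AhR-dependent, BaP only), 0 (AhR-dependent, I3C only), 2 (AhR-dependent, 3 h only) and 0 (AhR-dependent, 20 h only). The interactions at the comparisons with a count of 0 had 679 (BaP, 20 h), 241 (I3C, 3 h) and 287 genes (I3C, 20 h) at an unadjusted p below 0.05. As shares of the genes tested, all of these are below the 0.05 expected by chance. This does not show that interactions are absent, since differences between mice stay in the spread of this fit and can lower the shares.

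Of the correlations of log2 fold changes, Spearman's rank correlation moved correlation, BaP 3 h and BaP 20 h, all genes to 0.0229, correlation, BaP 3 h and BaP 20 h, AhR-dependent genes to 0.821 and correlation, I3C 3 h and I3C 20 h, all genes to 0.170. Under Spearman, it also moved correlation, BaP 3 h and I3C 3 h, AhR-dependent genes to 0.415, correlation, BaP 20 h and I3C 20 h, all genes to 0.598 and correlation, BaP 20 h and I3C 20 h, AhR-dependent genes to 0.386. With the genes of the authors' VST table, correlation, BaP 3 h and I3C 3 h, all genes was 0.434. With own 2 of the 4 DMSO libraries for each ligand, correlation, BaP 3 h and I3C 3 h, all genes was 0.0628 and correlation, BaP 20 h and I3C 20 h, all genes was 0.204, since the ligands then share no DMSO library. Gene sets with an adjusted p below 0.05 (limma) fell from 55 to 4 with fry and to 4 in camera with estimated correlation, all for the AhR targets, and the cause was not tested. DESeq2's size factors in edgeR lost 1 call among 440 values of named genes, that of *Arl4c* with I3C in WT at 3 h, and changed no count by more than 1.5 times.

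Leaving out single libraries, or single replicate numbers for correlations and gene sets, gave the ranges below as lowest to highest. Ranges were 3 to 7 (BaP against DMSO, WT, 3 h, lowest without WT 3 h DMSO replicate 1), 1 to 4 (BaP against DMSO, KO, 3 h, lowest without KO 3 h BaP replicate 1), 8 to 35 (BaP against DMSO, WT, 20 h, lowest without WT 20 h BaP replicate 2) and 0 to 2 (BaP against DMSO, KO, 20 h, lowest without KO 20 h BaP replicate 2). For others, they were 6 to 12 (I3C against DMSO, WT, 3 h, lowest without WT 3 h I3C replicate 1), 1 to 4 (I3C against DMSO, KO, 3 h, lowest without KO 3 h I3C replicate 1), 36 to 74 (I3C against DMSO, WT, 20 h, lowest without WT 20 h I3C replicate 3) and 10 to 39 (I3C against DMSO, KO, 20 h, lowest without KO 20 h I3C replicate 4). Further ranges were 1 to 2 (BaP by genotype, 3 h, lowest without WT 3 h BaP replicate 1), 0 to 1 (BaP by genotype, 20 h), 0 to 1 (I3C by genotype, 20 h) and 2 to 20 (BaP against I3C, WT, 3 h, lowest without WT 3 h I3C replicate 1). Next were 26 to 45 (BaP against I3C, WT, 20 h, lowest without WT 20 h I3C replicate 3), 0 to 3 (I3C by time, WT, lowest without WT 3 h DMSO replicate 1), 122 to 507 (KO against WT, DMSO and hkSE, 3 h, lowest without KO 3 h DMSO replicate 2) and 62 to 109 (AhR-dependent genes, lowest without WT 20 h DMSO replicate 4). In addition, they were 7 to 11 (AhR-dependent genes, BaP 3 h, lowest without WT 3 h DMSO replicate 1), 10 to 35 (AhR-dependent genes, BaP 20 h, lowest without WT 20 h BaP replicate 2), 5 to 18 (AhR-dependent genes, I3C 3 h, lowest without WT 3 h I3C replicate 1) and 11 to 37 (AhR-dependent, BaP only, lowest without WT 20 h BaP replicate 2). The remaining were 8 to 19 (AhR-dependent, 3 h only, lowest without WT 3 h DMSO replicate 4), 37 to 84 (AhR-dependent, 20 h only, lowest without WT 20 h DMSO replicate 4), 3 to 7 (AhR-dependent genes called in WT, BaP 3 h, lowest without WT 3 h DMSO replicate 1) and 8 to 34 (AhR-dependent genes called in WT, BaP 20 h, lowest without WT 20 h BaP replicate 2). Then came 4 to 18 (AhR-dependent genes called in WT, I3C 3 h, lowest without WT 3 h I3C replicate 1), 21 to 66 (AhR-dependent genes called in WT, I3C 20 h, lowest without WT 20 h I3C replicate 3), 76 to 122 (called in any of the 8 comparisons, lowest without WT 20 h DMSO replicate 4) and 0.0471 to 0.0870 (correlation, BaP 3 h and BaP 20 h, all genes). Last came 0.693 to 0.826 (correlation, BaP 3 h and BaP 20 h, AhR-dependent genes), 0.204 to 0.256 (correlation, I3C 3 h and I3C 20 h, all genes), 0.670 to 0.748 (correlation, I3C 3 h and I3C 20 h, AhR-dependent genes) and 0.429 to 0.465 (correlation, BaP 3 h and I3C 3 h, all genes). Also, they were 0.619 to 0.773 (correlation, BaP 3 h and I3C 3 h, AhR-dependent genes), 0.475 to 0.538 (correlation, BaP 20 h and I3C 20 h, all genes) and 0.452 to 0.555 (correlation, BaP 20 h and I3C 20 h, AhR-dependent genes). Of the 3520 values of named genes in these fits, 105 lost and 6 gained a call, and of the 832 gene set tests 23 lost and 15 gained theirs. With 3 libraries in a group instead of 4, fewer calls follow from the smaller group alone.

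The depth of the data limits what can be said of genes with few counts. In *Cyp1a1*, *Cyp1a2* and *Ifng*, the highest library held 6, 0 and 6 counts, so that a response of these genes is not measured. *Cyp1b1*, with up to 31 counts, was below the filter on low counts and not tested, and in WT at 20 h it had 5 to 11 counts with I3C above 0 to 3 with DMSO. On simulated data with 200 changed genes, edgeR on all libraries called 139 of them, the replicate block 151 and the test by genotype 100. A gene without a call is thus not shown to be unchanged. The simulated changes were larger than most changes of the genes the paper names, for which these shares do not hold. The alternatives set for AHRE motifs were not run, because motifs were not searched here.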

Differences from the paper's values

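Values of the paper stand after the word paper. WT stands for *Ahr+/+* and KO for *Ahr-/-*. Alternatives were set before the data were examined, apart from DESeq2 per genotype with replicate block, and none of those set before is offered as the method behind a published value. A value counts as within the limits of the paper's if a count is at most 1.5 times the other, and if a log2 fold change, correlation or slope has the same sign and differs by no more than its error. A count within these limits can still be far from the count in the paper. DESeq2 per genotype with replicate block gave the 1998 published entries at hand to within 6.80e-06 in log2 fold change. Their standard errors were met to within a relative difference of 3.3e-05. This argues against DESeq2 on all libraries, with a median ratio of standard errors of 1.277, as the source of these entries. It does not settle the counts, since the filtering of that fit was chosen beside a published count. No other tests of causes were made here.

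For 4 values of the table of named genes near 0, the signs differ. The log2 fold change of Iigp1 in I3C against DMSO, WT, 3 h was -0.00262 against 0.01 in the paper, and within the limits were limma on the authors' VST values (0.00341), the replicate block within genotype (0.0124) and the replicate block within genotype and time (0.00598) and no other of the alternatives set before the data were examined, and 3 of the fits without 1 library or replicate number reached it. DESeq2 per genotype with replicate block, chosen after seeing the values, gave 0.00720. In I3C against DMSO, KO, 3 h, the log2 fold change of Ifnar1 was 0.00202 against -0.01 in the paper, and within the limits were DESeq2 on all libraries (-0.0162), DESeq2 on the compared groups only (-0.0222), edgeR on the compared groups only (-0.0317), DESeq2's size factors in edgeR (-0.0162), at least 10 counts in every library (-0.0356) and limma on the authors' VST values (-0.0164) and no other of the alternatives set before the data were examined, and 4 of the fits without 1 library or replicate number reached it. It was -0.0126 in DESeq2 per genotype with replicate block, chosen after seeing the values. The log2 fold change of Cgas in I3C against DMSO, KO, 20 h was -0.00459 against 0.01 in the paper, and within the limits were limma on the authors' VST values (0.0137), the replicate block within genotype (0.00978) and the replicate block within genotype and time (0.00767) and no other of the alternatives set before the data were examined, and 4 of the fits without 1 library or replicate number reached it. A value of 0.00942 came from DESeq2 per genotype with replicate block, chosen after seeing the values. In BaP against DMSO, KO, 20 h, the log2 fold change of Fcgr3 was -0.00319 against 0.03 in the paper, and within the limits were DESeq2 on all libraries (0.00388), DESeq2's size factors in edgeR (0.00390), no filter on low counts (0.00506), limma on the authors' VST values (0.0424), the replicate block within genotype (0.0200) and the replicate block within genotype and time (0.0328) and no other of the alternatives set before the data were examined, and 4 of the fits without 1 library or replicate number reached it. Chosen after seeing the values, DESeq2 per genotype with replicate block gave 0.0282.

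The number of differentially expressed genes (all comparisons) was 119 against 1197 in the paper, and within the limits were the replicate block within genotype and time (803) and no other of the alternatives set before the data were examined. With DESeq2 per genotype with replicate block, chosen after seeing the values, it was 1201. For AhR-dependent genes, all combinations, the number was 99 against 1108 in the paper, and within the limits were the replicate block within genotype and time (751) and no other of the alternatives set before the data were examined. The result was 1152 under DESeq2 per genotype with replicate block, chosen after seeing the values. For AhR-dependent genes, BaP 3 h, the number was 11 against 54 in the paper, and within the limits were DESeq2 on the compared groups only (45) and the replicate block within genotype and time (38) and no other of the alternatives set before the data were examined. The fit of DESeq2 per genotype with replicate block, chosen after seeing the values, gave 54. For AhR-dependent genes, BaP 20 h, the number was 32 against 972 in the paper, and none of the alternatives set before the data were examined was within the limits. DESeq2 per genotype with replicate block, chosen after seeing the values, gave 972. For AhR-dependent genes, I3C 3 h, the number was 16 against 73 in the paper, and within the limits were DESeq2 on the compared groups only (77), edgeR on the compared groups only (63), limma on the authors' VST values (54) and the replicate block within genotype and time (54) and no other of the alternatives set before the data were examined. It was 73 in DESeq2 per genotype with replicate block, chosen after seeing the values.

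For AhR-dependent genes, I3C 20 h, the number was 54 against 221 in the paper, and within the limits were the replicate block within genotype and time (151) and no other of the alternatives set before the data were examined. A value of 225 came from DESeq2 per genotype with replicate block, chosen after seeing the values. For AhR-dependent genes called in WT only, BaP 3 h, the number was 7 against 33 in the paper, and within the limits were DESeq2 on the compared groups only (26) and the replicate block within genotype and time (22) and no other of the alternatives set before the data were examined. Chosen after seeing the values, DESeq2 per genotype with replicate block gave 33. For AhR-dependent genes called in WT only, BaP 20 h, the number was 32 against 965 in the paper, and none of the alternatives set before the data were examined was within the limits. With DESeq2 per genotype with replicate block, chosen after seeing the values, it was 965. For AhR-dependent genes called in WT only, I3C 3 h, the number was 16 against 63 in the paper, and within the limits were DESeq2 on the compared groups only (75), edgeR on the compared groups only (63), limma on the authors' VST values (54), the replicate block within genotype and time (45) and a threshold of 0.05 (44) and no other of the alternatives set before the data were examined. The result was 63 under DESeq2 per genotype with replicate block, chosen after seeing the values. For AhR-dependent genes called in WT only, I3C 20 h, the number was 49 against 202 in the paper, and none of the alternatives set before the data were examined was within the limits. The fit of DESeq2 per genotype with replicate block, chosen after seeing the values, gave 205.

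For AhR-dependent genes common to BaP and I3C, both time points, the number was 6 against 110 in the paper, and none of the alternatives set before the data were examined was within the limits. DESeq2 per genotype with replicate block, chosen after seeing the values, gave 110. For AhR-dependent genes of BaP only, both time points, the number was 34 against 885 in the paper, and none of the alternatives set before the data were examined was within the limits. It was 885 in DESeq2 per genotype with replicate block, chosen after seeing the values. For AhR-dependent genes of I3C only, both time points, the number was 59 against 153 in the paper, and within the limits were DESeq2 on the compared groups only (135), the replicate block within genotype (108), the replicate block within genotype and time (121) and a threshold of 0.05 (113) and no other of the alternatives set before the data were examined. A value of 157 came from DESeq2 per genotype with replicate block, chosen after seeing the values. For AhR-dependent genes at 3 h only, both ligands, the number was 17 against 53 in the paper, and within the limits were DESeq2 on the compared groups only (59), edgeR on the compared groups only (43), limma on the authors' VST values (56), the replicate block within genotype and time (47) and a threshold of 0.05 (39) and no other of the alternatives set before the data were examined. Chosen after seeing the values, DESeq2 per genotype with replicate block gave 53. For AhR-dependent genes at 20 h only, both ligands, the number was 74 against 1036 in the paper, and none of the alternatives set before the data were examined was within the limits. With DESeq2 per genotype with replicate block, chosen after seeing the values, it was 1040.

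Between BaP 3 h and BaP 20 h, the slope, all genes, was 0.0622 against 0.09 in the paper, and within the limits were DESeq2 on all libraries (0.0775) and no other of the alternatives set before the data were examined. The correlation, AhR-dependent genes, between BaP 3 h and BaP 20 h was 0.760 against 0.44 in the paper, and none of the alternatives set before the data were examined was within the limits. Between BaP 3 h and BaP 20 h, the slope, AhR-dependent genes, was 1.06 against 0.84 in the paper, and none of the alternatives set before the data were examined was within the limits, and 1 of the fits without 1 library or replicate number reached it. The result was 0.96 under DESeq2 per genotype with replicate block, chosen after seeing the values. The correlation, all genes, between I3C 3 h and I3C 20 h was 0.279 against 0.34 in the paper, and within the limits were DESeq2 on all libraries (0.330) and no other of the alternatives set before the data were examined. The fit of DESeq2 per genotype with replicate block, chosen after seeing the values, gave 0.340. Between I3C 3 h and I3C 20 h, the slope, all genes, was 0.22 against 0.30 in the paper, and within the limits were DESeq2 on all libraries (0.29) and no other of the alternatives set before the data were examined. DESeq2 per genotype with replicate block, chosen after seeing the values, gave 0.30. The correlation, AhR-dependent genes, between I3C 3 h and I3C 20 h was 0.731 against 0.83 in the paper, and none of the alternatives set before the data were examined was within the limits. It was 0.814 in DESeq2 per genotype with replicate block, chosen after seeing the values.

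Between I3C 3 h and I3C 20 h, the slope, AhR-dependent genes, was 0.86 against 0.94 in the paper, and none of the alternatives set before the data were examined was within the limits, and 2 of the fits without 1 library or replicate number reached it. A value of 0.95 came from DESeq2 per genotype with replicate block, chosen after seeing the values. The slope, all genes, between BaP 3 h and I3C 3 h was 0.51 against 0.09 in the paper, and within the limits were own 2 of the 4 DMSO libraries for each ligand (0.0693) and no other of the alternatives set before the data were examined. Between BaP 3 h and I3C 3 h, the slope, AhR-dependent genes, was 0.94 against 1.35 in the paper, and none of the alternatives set before the data were examined was within the limits. The correlation, AhR-dependent genes, between BaP 20 h and I3C 20 h was 0.513 against 0.68 in the paper, and none of the alternatives set before the data were examined was within the limits. Chosen after seeing the values, DESeq2 per genotype with replicate block gave 0.656. Between BaP 20 h and I3C 20 h, the slope, AhR-dependent genes, was 0.81 against 0.69 in the paper, and within the limits were DESeq2 on all libraries (0.70) and own 2 of the 4 DMSO libraries for each ligand (0.74) and no other of the alternatives set before the data were examined, and 1 of the fits without 1 library or replicate number reached it. With DESeq2 per genotype with replicate block, chosen after seeing the values, it was 0.69. For the slope between BaP 3 h and I3C 3 h, the text of the paper gives 0.5 without naming the genes, and 0.51 is within the limits of it. The lower value comes from the supplementary table of the paper, which prints the same formula for BaP 3 h and BaP 20 h.

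For *Spn* and *Ccl3* with BaP and *Igf1r* with I3C in WT at 20 h, the log2 fold changes of -0.82, -0.50 and -0.75 lay within an SE of those of the paper. The table of named genes marks 44 entries as regulated, of which edgeR on all libraries called 13. The other settings called 16 (DESeq2 on all libraries), 24 (DESeq2 on the compared groups only), 12 (edgeR on the compared groups only), 13 (DESeq2's size factors in edgeR), 12 (no filter on low counts), 4 (at least 10 counts in every library), 13 (the genes of the authors' VST table), 15 (limma on the authors' VST values), 24 (the replicate block within genotype), 34 (the replicate block within genotype and time), 12 (the identifier series as covariate) and 16 (a threshold of 0.05). DESeq2 per genotype with replicate block, chosen after seeing the values, called 44.

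Entries that the paper marks and edgeR on all libraries left uncalled were called by these settings. The replicate block within genotype and time called *Nqo1* (BaP, 3 h), *Nqo1* (BaP, 20 h), *Nqo1* (I3C, 3 h), *Nqo1* (I3C, 20 h), *Gsta3* (I3C, 20 h), *Mmp8* (BaP, 3 h), *Mmp8* (I3C, 3 h), *Spint1* (I3C, 3 h), *Ido2* (BaP, 3 h), *Ido2* (BaP, 20 h), *Iigp1* (BaP, 20 h), *Mx1* (BaP, 20 h), *Ifnar1* (BaP, 20 h), *Fcgr3* (BaP, 20 h), *Cd84* (BaP, 20 h), *Il12rb1* (BaP, 20 h), *Il21r* (BaP, 20 h), *Il21r* (I3C, 20 h), *Igf1* (BaP, 20 h), *Ccl3* (BaP, 20 h) and *Gprc5b* (BaP, 20 h). The replicate block within genotype called *Nqo1* (BaP, 20 h), *Nqo1* (I3C, 3 h), *Nqo1* (I3C, 20 h), *Mmp8* (BaP, 3 h), *Mmp8* (I3C, 3 h), *Spint1* (I3C, 3 h), *Ido2* (BaP, 20 h), *Cd84* (BaP, 20 h), *Il21r* (BaP, 20 h), *Igf1r* (I3C, 20 h) and *Ccl3* (BaP, 20 h). DESeq2 on the compared groups only called *Nqo1* (I3C, 3 h), *Nqo1* (I3C, 20 h), *Mmp8* (BaP, 3 h), *Mmp8* (I3C, 3 h), *Ido2* (BaP, 3 h), *Ido2* (BaP, 20 h), *Mx1* (BaP, 20 h), *Cd84* (BaP, 20 h), *Il12rb1* (BaP, 20 h), *Il21r* (BaP, 20 h) and *Il21r* (I3C, 20 h). DESeq2 on all libraries called *Nqo1* (I3C, 20 h), *Spint1* (I3C, 3 h) and *Il21r* (BaP, 20 h). A threshold of 0.05 called *Nqo1* (I3C, 20 h), *Spint1* (I3C, 3 h) and *Il21r* (BaP, 20 h). Limma on the authors' VST values called *Spint1* (I3C, 3 h) and *Ido2* (BaP, 3 h). EdgeR on the compared groups only called *Il21r* (BaP, 20 h) and *Il21r* (I3C, 20 h). Called only by DESeq2 per genotype with replicate block, which was chosen after seeing the values, were *Slpi* (I3C, 20 h), *Irf1* (BaP, 20 h), *Irf1* (I3C, 20 h), *Ifnar2* (BaP, 20 h), *Cgas* (BaP, 20 h), *Fcgr1* (BaP, 20 h), *Tlr9* (BaP, 20 h), *Ccl7* (BaP, 20 h) and *Cdk14* (BaP, 20 h). Other settings named above called none of the entries left uncalled.

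The paper writes that all but *Lcp2* were raised, after naming 7 of the 14 genes of its figure of upstream regulators. Of the genes drawn in that figure, *Pilra* had a log2 fold change of -0.33 (SE 0.16) with BaP in WT at 20 h, lower in 4 of 4 pairs, and whether the sentence covers it is not stated. The paper presents *Gsta3* and *Slpi* as AhR-dependent responses to I3C at 20 h, and their log2 fold changes in KO were 0.51 and 0.37 beside 0.61 and 0.40 in WT. It gives a fold change of *Spint1* in KO at 3 h, where no library held more than 2 counts. It describes a larger response to BaP than to I3C at 20 h, and without a block 54 AhR-dependent genes were called with I3C and 32 with BaP. Of the 54, 42 were called as lower only in WT, 5 as lower only in KO and 7 as higher only in WT. Since 66 of the 67 genes called as lower with I3C in WT were also lower in KO, this order does not speak against the paper's. With the replicate block within genotype, the order was that of the paper, with 269 for BaP and 113 for I3C, and so it was with the replicate block within genotype and time (616 and 151). In WT at 20 h, 1510 genes had an unadjusted p below 0.05 with BaP and 831 with I3C. It describes a trend to lower *Il1b* and higher *Il10* under BaP. With BaP in WT, the log2 fold change of *Il10* was 0.37 (SE 0.28) at 3 h, higher in 4 of 4 pairs, and -0.09 (SE 0.29) at 20 h. Without WT 3 h BaP replicate 2, the 3 h change was 0.07. That fit kept the DMSO library of the same number, also the highest of its group (16.1 CPM, others 7.24 to 10.7). The log2 fold change of *Il1b* was -0.05 (SE 0.26) at 3 h and -0.09 (SE 0.26) at 20 h.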

Other observations

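The tests of the genes lower with I3C, of ribosomal protein genes, of the 3 h unactivated KO library and of the other divisions for gene sets were chosen only after the results were seen, except for the test of shallower libraries, while the tests of shared DMSO libraries and of the divisions for gene counts were not. WT stands for *Ahr+/+* and KO for *Ahr-/-*.

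The genes lower with I3C belong to few classes. In WT, all 17 genes lower at 3 h were processed pseudogenes, and of 67 at 20 h 33 were, and 33 of the 34 protein-coding genes among them had a genomic span above the 95th percentile, with a median span of 457198 bp against 23538 bp for all. Across the 1319 pseudogenes tested, the median log2 fold change with I3C was -0.34 and -0.34 in WT and -0.36 and -0.25 in KO at 3 h and 20 h, and with BaP -0.07, -0.19, -0.20 and -0.12. The summed CPM of pseudogenes was lower with I3C in 16 of 16 pairs.

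Repression through AhR is argued against, since 98.5% of the genes lower in WT at 20 h were also lower in KO. Reads shared with parent genes are argued against, since pseudogenes fell relative to their parents, by a median of -0.34 over 222 pairs. Shallower I3C libraries are argued against, since in all 5 of the 5 pairs in which the I3C library is the deeper, pseudogenes were lower with I3C. Less genomic DNA in the I3C libraries, which would lower pseudogenes, cannot be told apart from other causes for these. Read pairs were counted only within exons, so that less DNA from introns would not lower the counts of long genes. Gene families silent in macrophages summed to a median of 6.5 counts per library, too few to decide (sign-flip permutation p = 0.375 over 8 mice). The share of read pairs on no gene was also lower with I3C, in 14 of 16 pairs (sign-flip permutation p = 0.00781 over 8 mice). A biological effect of I3C without AhR stays open as well and was not tested.

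Cytosolic ribosomal protein genes fell with BaP in WT at 20 h, 85 of 86 of them with a median log2 fold change of -0.24, and with I3C 81 of 86 with -0.11. At 3 h, the medians were 0.02 and 0.06. Gene length as the whole cause is argued against, since 384 genes of the same span and exonic length had a median of -0.0788 with BaP at 20 h. A growth or translation response of the cells remains a hypothesis found and tested on the same data, and other technical causes were not tested.

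BaP and I3C were compared with the same DMSO libraries. Across all genes at 20 h, simulated unchanged groups gave a mean r of 0.493 and the data 0.515. With own DMSO libraries, r was 0.123 to 0.267, above the highest simulated value of 0.0383. In the simulation, genes were drawn independently, while real libraries can deviate together over many genes. Its range of r may thus be too narrow, so that sharing as the whole cause is not decided. At 3 h, simulated groups gave 0.483 and the data 0.455. With own DMSO libraries, r was 0.0242 to 0.0817 (mean 0.0628), in part above the highest simulated value of 0.0447, so that sharing as the whole cause cannot be told apart from a small further effect. If replicate numbers are mice, this split lets differences between mice enter both ligands with opposite signs, which lowers r. The simulated groups hold no such pairing, which limits the comparison. Across AhR-dependent genes, r with own DMSO libraries was 0.689 at 3 h and 0.554 at 20 h. These genes were selected against all 4 DMSO libraries, which splitting them does not undo, so that sharing cannot be told apart from a common response to both ligands there. A common response through AhR is the biological explanation the design offers, and it stays open.

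In KO, libraries of replicates 1 and 2 part from those of 3 and 4 along the first component of their deviations from the group means, which holds 38.7% of the variance, against 11.5% in WT. The library KO 3 h unactivated replicate 1 deviates with the wrong side, with a mean correlation of -0.232 with the libraries of its own number and 0.287 with those of number 3. Numbers exchanged within the group are argued against, since replicates 3 and 4 of the group correlate with number 1 at -0.135 at most. A library of another mouse cannot be told apart from a deviation of this culture, since no value separates them. Its group mean enters only the comparison of KO BMMs with and without hk *S*.E. at 3 h, while its deviation enters the estimate of spread that all comparisons share, and the replicate block.

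Among the 35 divisions of the 8 libraries of a comparison into 4 and 4, only the real division, 1 of 35, gave as many genes as were called for BaP and I3C against DMSO in WT at 3 h and 20 h and for BaP against I3C at 3 h and 20 h, with at most 5 genes in another. In KO, 2 of 35 gave as many for each of BaP and I3C against DMSO, and the other division set replicates 1 and 2 of both treatments against 3 and 4 and called 3116, 1185, 3791 and 4439 genes (BaP at 3 h, I3C at 3 h, BaP at 20 h and I3C at 20 h). That division contrasts mice, while with ligand against DMSO every mouse is in both groups. Among the 8 divisions that part the libraries of each mouse, no other gave a call in any of these comparisons. With the replicate block within genotype, the counts in KO were 6, 20, 4 and 66 genes in the same order.

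For gene sets with an adjusted p from limma's camera test adjusted within the comparison, the real division was matched or exceeded more often. As many sets passed in 17 of 35 divisions for BaP at 3 h, 1 for BaP at 20 h, 10 for BaP by time, 22 for I3C at 3 h, 7 for I3C at 20 h, 16 for I3C by time, 35 for BaP against I3C at 3 h and 9 for BaP against I3C at 20 h. For BaP against I3C at 3 h, 0 sets passed in the real division, which all 35 divisions match by necessity, so that this comparison decides nothing. For BaP at 20 h, 15 sets passed and at most 14 in another division. Among the 8 divisions that part the libraries of each mouse, the real one against the highest other gave 2 against 1 for BaP at 3 h, 15 against 13 for BaP at 20 h, 10 against 8 for BaP by time, 1 against 0 for I3C at 3 h, 12 against 9 for I3C at 20 h, 7 against 7 for I3C by time, 0 against 4 for BaP against I3C at 3 h and 12 against 9 for BaP against I3C at 20 h sets. The other divisions leave both libraries of some mice on the same side.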
